# Staufen Negatively Modulates MicroRNA Activity in *Caenorhabditis elegans*

**DOI:** 10.1534/g3.116.027300

**Published:** 2016-02-23

**Authors:** Zhiji Ren, Isana Veksler-Lublinsky, David Morrissey, Victor Ambros

**Keywords:** microRNA, *stau-1*, RNAi, RNA-binding protein, 3′UTR

## Abstract

The double-stranded RNA-binding protein Staufen has been implicated in various posttranscriptional gene regulatory processes. Here, we demonstrate that the *Caenorhabditis elegans* homolog of Staufen, STAU-1, functionally interacts with microRNAs. Loss-of-function mutations of *stau-1* significantly suppress phenotypes of *let-7* family microRNA mutants, a hypomorphic allele of *dicer*, and a *lsy-6* microRNA partial loss-of-function mutant. Furthermore, STAU-1 modulates the activity of *lin-14*, a target of *lin-4* and *let-7* family microRNAs, and this modulation is abolished when the 3′ untranslated region of *lin-14* is removed. Deep sequencing of small RNA cDNA libraries reveals no dramatic change in the levels of microRNAs or other small RNA populations between wild-type and *stau-1* mutants, with the exception of certain endogenous siRNAs in the WAGO pathway. The modulation of microRNA activity by STAU-1 does not seem to be associated with the previously reported enhanced exogenous RNAi (Eri) phenotype of *stau-1* mutants, since *eri-1* exhibits the opposite effect on microRNA activity. Altogether, our results suggest that STAU-1 negatively modulates microRNA activity downstream of microRNA biogenesis, possibly by competing with microRNAs for binding on the 3′ untranslated region of target mRNAs.

MicroRNAs (miRNAs) are a class of endogenous noncoding small RNAs that posttranscriptionally regulate gene expression, primarily through binding to the 3′ untranslated region (3′UTR) of target mRNAs and inhibiting translation and/or mRNA stability (He and Hannon 2004). miRNAs are usually transcribed into primary transcripts (pri-miRNAs) from independent genes by RNA polymerase II. Pri-miRNAs are processed into hairpin structured precursor miRNAs (pre-miRNAs) by the Drosha-DGCR8 complex in the nucleus, and then pre-miRNAs are exported into the cytoplasm and further processed by Dicer to generate the ∼21 nucleotide-long mature miRNAs (Krol *et al.* 2010). The seed sequence (nucleotides 2–7) of a mature miRNA dictates the specificity of a miRNA’s recognition of target mRNAs. Therefore, miRNAs with the same seed sequence are grouped into a family and are predicated to potentially share the same set of target mRNAs (Bartel 2009).

MiRNAs exert their repression on mRNAs through the assembly of the miRNA-induced silencing complex (miRISC) on the 3′UTR of target mRNAs. MiRISC is a ribonucleoprotein complex with a miRNA-specific Argonaute (AGO) protein loaded with a mature miRNA, and an AGO binding partner GW182 protein (Fabian and Sonenberg 2012). Besides AGO and GW182, other RNA-binding proteins have been shown to affect miRNA activity through biogenesis, such as the case of LIN-28 (Viswanathan and Daley 2010), miRISC activity, as for NHL-2 (Hammell *et al.* 2009), and target site accessibility, as shown for Pumilio, HuR, and Dnd1 (Nolde *et al.* 2007; Kedde *et al.* 2010, 2007; Bhattacharyya *et al.* 2006; Tominaga *et al.* 2011; Kundu *et al.* 2012; Young *et al.* 2012).

Staufen is a conserved double-stranded RNA-binding protein that contains five double-stranded RNA-binding domains, and was first identified in *Drosophila* to regulate mRNA localization and translation (*oskar* in oocytes, *bicoid* in embryos, and *prospero* in neuroblasts) (St Johnston *et al.* 1991; Li *et al.* 1997; Broadus *et al.* 1998). For example, Staufen binding to the 3′UTR of *bicoid* and *prospero* mRNAs is required for their localization (Ferrandon *et al.* 1994, 1997; Shen *et al.* 1997). In mammalian neurons, Staufen homologs (Staufen1 and Staufen2) are also known to regulate mRNA transport and the activation of localized mRNA translation (Köhrmann *et al.* 1999; Kiebler *et al.* 1999). Two groups have shown that Staufen1 can bind to long-range duplexes in the 3′UTR of mRNAs (Ricci *et al.* 2014; Sugimoto *et al.* 2015). Besides regulating mRNA localization and translation, mammalian Staufen can also mediate mRNA decay through interaction with the nonsense medicated decay regulator Upf1 (Park and Maquat 2013). In *Caenorhabditis elegans*, there is only one Staufen homolog, *stau-1*, and it has been shown to have high binding affinity for double-stranded RNA *in vitro*. STAU-1 is expressed at all developmental stages in *C. elegans*, and partial loss-of-function mutants [*stau-1(tm2266)* and *stau-1(q798)*] exhibit phenotypes that include enhanced transgene silencing, enhanced exogenous RNAi, and mild germline defects (LeGendre *et al.* 2013).

Previous studies have demonstrated that miRISC components and miRNAs are present in Staufen-containing RNA granules (Barbee *et al.* 2006; Peredo *et al.* 2014), which indicates that Staufen might affect the miRNA pathway, perhaps by influencing miRNA biogenesis and/or function. Here, we report genetic evidence that *C. elegans* STAU-1 exerts activity in opposition to certain miRNAs; we show that loss of function for *stau-1* genetically suppresses the phenotypes of mutants in several distinct miRNA genes and of a *Dicer* (*dcr-1*) mutant. Further, our small RNA sequencing data show that STAU-1 does not have any significant effect on the levels of mature miRNAs, indicating that Staufen can inhibit the activity of miRNAs downstream of miRNA biogenesis. Finally, we report data suggesting that Staufen-mediated opposition of miRNA activity acts via the 3′UTR of miRNA target mRNAs.

## Materials and Methods

### Nematode methods and phenotypic analysis

*C. elegans* were cultured on nematode growth media (NGM) (Brenner 1974) and fed with *Escherichia coli* HB101. All the *C. elegans* strains used in this study are listed in Supplemental Material, Table S11. Synchronized populations of developmentally staged worms were obtained by standard methods (Stiernagle 2006).

For heterochronic phenotype analysis, gravid adult animals raised at 20° were placed on NGM plates seeded with *E. coli* HB101 at 20°, unless otherwise noted, and their progeny were scored at the young adult stage for adult lateral alae formation and seam cell number. Nomarski DIC microscopy was used to score alae formation, and fluorescence microscopy with the *maIs105* [*col-19*::*gfp*] or *wIs51* [*scm*::*gfp*] transgenes to mark lateral hypodermal cell nuclei was used to score seam cell number.

The ASE neuron phenotype was scored by the expression of *otIs114* [*lim-6*::*gfp*] (ASEL marker) in the larvae of each genotype using a Zeiss SteREO Discovery.V12 microscope (Hammell *et al.* 2009).

### Targeted genome editing by CRISPR/Cas9

In order to generate *stau-1* null mutants, we adapted previously described co-CRISPR strategies (Kim *et al.* 2014; Arribere *et al.* 2014) with our modifications. Wild type animals (N2) were injected with a mixture containing 40 ng/μl *eft-3*::*cas9* vector, 35 ng/μl *unc-22* sgRNA vector, 35 ng/μl *dpy-10* sgRNA vector, 35 ng/μl *stau-1* sgRNA-1 vector, 35 ng/μl *stau-1* sgRNA-2 vector, and 15 ng/μl *sur-5*::*gfp* vector. The sequences for *stau-1* sgRNAs were: 5′-GGATGGAGTGATGATAGTAC-3′ (sgRNA-1) and 5′-TACGGATCTGGCAGATACTT-3′ (sgRNA-2). F1 worms exhibiting any of the dumpy and/or twitching phenotypes, and/or *sur-5*::*gfp* expression, were picked individually to plates and allowed them to produce F2 progeny. These F1 animals were lysed in 10 μl single-worm lysis buffer (50 mM KCl, 10 mM Tris-HCl pH 8.2, 2.5 mM MgCl_2_, 0.45% NP-40, 0.45% Tween-20, 0.01% Gelatin, and 60 ng/μl proteinase K) at 60° for 1 hr. PCR reactions were performed with primers (5′-TCCTTCAATCGATGTGGCCAA-3′ and 5′-TGGCTCACATTTTGTTAAACGACA-3′) and the sequence of PCR products was determined using Sanger sequencing. Both of the two mutations recovered were from CRISPR/Cas9 editing events by sgRNA-1.

### Western blot analysis

For STAU-1 western blots, samples were prepared from populations of mixed stage embryos and synchronized L4 stage larvae grown on *E. coli* HB101 at 20°. Animals were washed off plates with M9 buffer and flash frozen in liquid nitrogen. Lysates were prepared by resuspending samples in lysis buffer [25 mM HEPES pH 7.5, 100 mM NaCl, 0.25 mM EDTA, 0.1% NP-40, 2 mM DTT, PhosSTOP (Roche), and Protease inhibitor (Roche)] and homogenized with a Branson SLPe sonicator. Lysates were centrifuged at 164,000 rpm for 15 min at 4° and the supernatants were collected. BioRad Protein Assay Dye Reagent Concentrate (Cat# 500-0006) was used to measure the protein concentration. 80 μg of protein were used for the immunoblot analysis. STAU-1 was recognized by an antiserum generated in the laboratory of Dr. Marvin Wickens (LeGendre *et al.* 2013) at 1:1000 dilution, gel loading was calibrated by reprobing blots with anti-α-tubulin antibody (Sigma-Aldrich Cat# T6074) at 1:20,000 dilution.

### RNA extraction and small RNA cDNA cloning

Wild type (N2) and *stau-1(tm2266)* young adults were collected and flash frozen in liquid nitrogen. Three biological replicates were analyzed for each strain. Total RNA was extracted using Trizol reagent (Invitrogen). 20 μg of total RNA for each sample was used to isolate small RNA populations. RNA samples were run on a 15% PAGE/urea gel and small RNA populations were isolated from the gel with sizes ranging from 18–26 nucleotides (nt). A previously published small RNA cloning protocol (Sterling *et al.* 2015) was used to generate cDNA libraries with the following modifications: 1) 3′ ligation reactions were performed at 4° overnight; 2) 100 units of Superscript III Reverse Transcriptase were used for first-strand cDNA synthesis for each sample and the Reverse Transcriptase reaction was performed at 42° for 90 min. The Sterling *et al.* (2015) protocol involves only one RNA ligation to the 3′ end of the RNA, and hence recovers RNA species regardless of 5′ end structure.

### Computational analysis of small RNA libraries

cDNA libraries were sequenced on the Ion Torrent (Proton) instrument according to manufacturer’s protocols. Sequencing files in FastQ formats were processed using the Cutadapt method (version 1.2.1) (Martin 2011) to remove the adapter sequences with the following options -e 0.25 -g 5′-ATTGATGGTGCCTACAG-3′ -a 5′-GATCGTTCGGACTGTAGATC-3′.

Sequence files were split into libraries according to barcode sequences, and reads shorter than 16 nt were removed. For each library, reads with identical sequences were combined and the combined count was saved in Fasta files. Reads were then aligned to the *C. elegans* genome (WormBase release WS215) using bowtie (Langmead *et al.* 2009) with arguments, -v 3 -f -B 1 -a–best –strata. Alignments were then filtered based on the length of the reads and the number of mismatches as follows: for sequence lengths 16–17, 18–19, 20–24, or >24: zero, one, two, or three mismatches were allowed, respectively.

Annotations of coding genes, transposons, tRNAs, rRNAs, piRNAs, and miRNAs were obtained from WormBase (release WS215) and miRBase (Griffiths-Jones *et al.* 2008) (release 20). An in-house developed code was used to analyze the mapping results. To assign read counts to the miRNA sequences, we considered all reads that mapped to the miRNA genomic loci starting within –5 to +5 nt of the annotated 5′ end of mature miRNAs. For all the other small RNA species and genomic features (*e.g.*, coding genes and transposons), we counted all reads that mapped within the annotated region in sense and antisense orientations separately.

For endo-siRNA analysis, we considered all reads that mapped antisense to the 5′UTR, coding exons, and 3′UTR regions of each annotated gene. Annotations of target genes in the CSR-1, WAGO, ALG-3/4, and ERGO-1 pathways were downloaded from (Lee *et al.* 2012).

Differential expression analysis was performed using the edgeR package in R (Robinson *et al.* 2010).

### Data availability

Sequence data files are available in the GEO database under the accession number GSE79217. Additional methods are described in File S1.

## Results

### STAU-1 functionally modulates the activity of several miRNAs

In order to identify modulators of miRNA activity, we established a panel of worm strains containing mutations designed to produce sensitized genetic backgrounds with compromised activity of specific miRNA families or miRNA biogenesis factors. There are three categories of mutations in these sensitized genetic backgrounds: 1) null mutations of a subset of genes encoding a miRNA family; 2) hypomorphic (nonnull partial loss-of-function) mutations of a particular miRNA; 3) hypomorphic mutations of a miRNA biogenesis factor or miRISC component. One essential feature of the sensitized genetic backgrounds is that these mutants all have partially penetrant phenotypes. This feature allows the identification of either positive or negative modulators of miRNA activity by testing for enhancement or suppression, respectively, of these sensitized phenotypes after genetic or RNAi knockdown of candidate gene activity.

The first sensitized genetic backgrounds we investigated were the *let-7* family miRNA mutants. *C. elegans let-7* family miRNAs (including *let-7*, *mir-48*, *mir-84*, and *mir-241*) function semiredundantly in controlling the developmental timing of certain stage-specific hypodermal seam cell fates. Loss of *let-7* family miRNAs results in reiterations of early larval seam cell division patterns at later stages, and seam cells in these mutants also fail to properly differentiate adult specific cuticular structures (called adult alae) at the young adult stage (Figure 1A). Three of the *let-7* family miRNAs (*mir-48*, *mir-84*, and *mir-241*) are expressed starting at the L2 stage and function to regulate the L2 stage proliferative seam cell division, while the *let-7* miRNA is strongly upregulated from the L3 stage to control the larval-to-adult transition of seam cells (Reinhart *et al.* 2000; Abbott *et al.* 2005). These heterochronic *let-7* family miRNA mutant phenotypes are easily quantified by using microscopy to measure the formation of adult alae and to score the number of seam cells in young adults.

**Figure 1:**
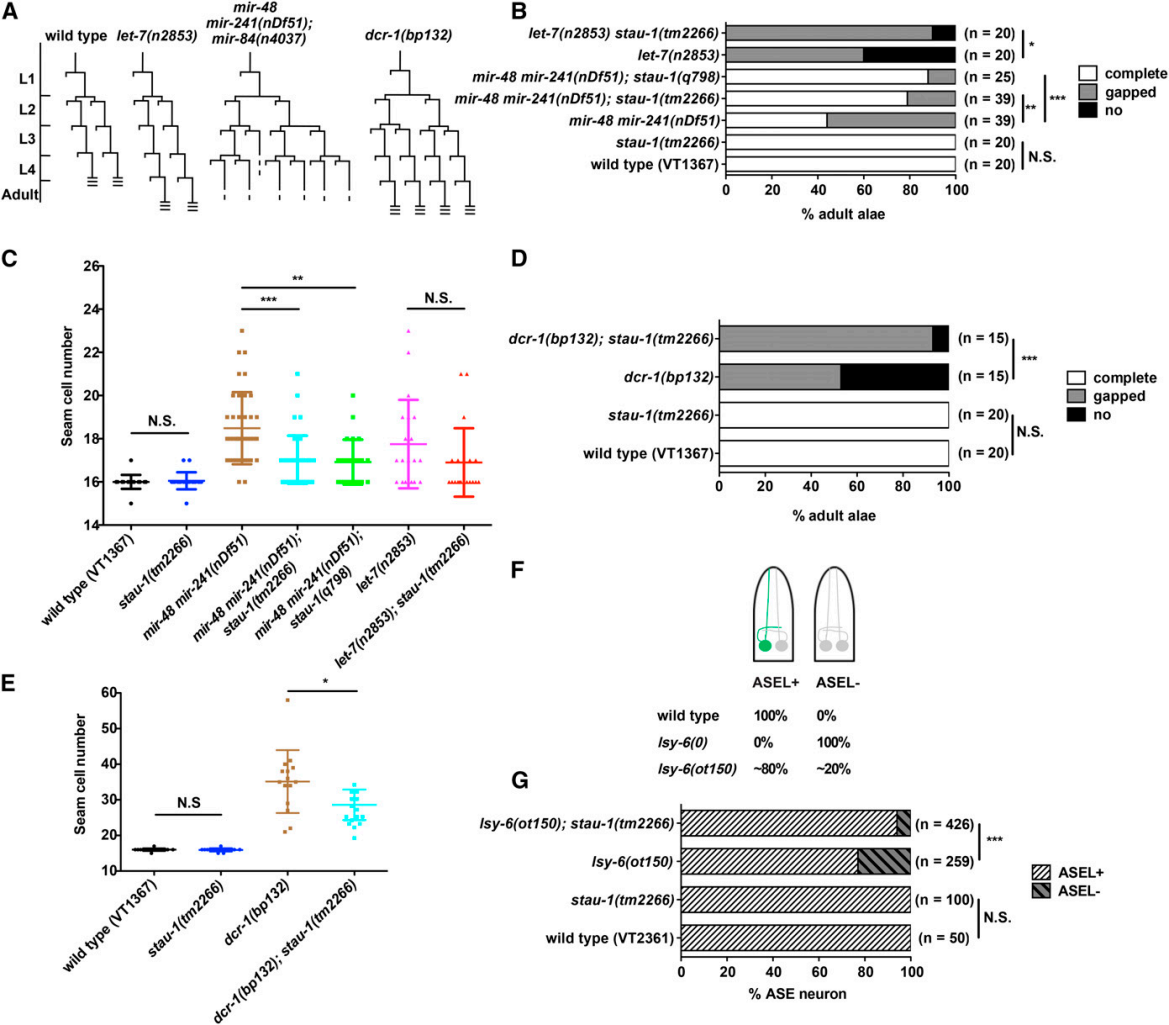
Loss of function for *stau-1* suppresses the phenotypes associated with mutations of genes encoding miRNAs, or DCR-1, a miRNA biogenesis factor. (A) Diagrams of seam cell V lineage in wild type (N2), *let-7(n2853)*, *mir-48 mir-241(nDf51)*; *mir-84(n4037)*, and *dcr-1(bp132)* animals. L1 to L4 are the four larval stages in *C. elegans* postembryonic development. The three horizontal lines indicate adult alae formation. (B) Adult alae and (C) seam cell phenotypes of *stau-1* mutants in wild type and *let-7* family miRNA mutant backgrounds. (D) Adult alae and (E) seam cell phenotypes of *stau-1(tm2266)* in combination with *dcr-1(bp132)*. The experiment with *dcr-1(bp132)* was carried out at 15°. (F) A diagram of *C. elegans* larvae illustrating the ASE (amphid sensilla) neuron phenotype of miRNA *lsy-6* mutants. The green fluorescent protein (GFP) expression in ASEL (amphid sensilla, left) neuron is driven by *lim-6* promoter. *lsy-6(0)* indicates the null allele of *lsy-6*; *lsy-6(ot150)* is a partial loss-of-function mutation. (G) ASE neuron phenotype of *stau-1(tm2266)* and double mutant of *stau-1(tm2266)*; *lsy-6(ot150)*. miRNA, microRNA; N.S., not significant (chi-square test for adult alae phenotype and ASE neuron phenotype, two-tailed *t*-test for seam cell phenotype); * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

To test if STAU-1 modulates *let-7* family miRNA activity, we used two mutant strains [*mir-48mir-241(nDf51)* and *let-7(n2853)*], which both have partially penetrant heterochronic phenotypes with gaps in adult alae and increased number of seam cells at the young adult stage. *mir-48mir-241(nDf51)* mutant has two *let-7* family miRNAs removed while *let-7(n2853)* is a strong loss-of-function mutation at the seed region of *let-7* mature miRNA (Reinhart *et al.* 2000). Although the *stau-1* loss-of-function mutant does not exhibit any developmental timing defects in an otherwise wild-type genetic background, we observed that both *stau-1(tm2266)* and *stau-1(q798)* significantly suppresses the heterochronic phenotypes of the *mir-48mir-241(nDf51)* mutant (Figure 1, B and C). Since *stau-1(tm2266)* and *stau-1(q798)* have similar effects on the phenotypes of *mir-48mir-241(nDf51)* animals, we focused only on *stau-1(tm2266)* for further analysis. Besides suppressing the heterochronic phenotypes of *mir-48mir-241(nDf51)* animals, *stau-1(tm2266)* also exerts significant suppression of the heterochronic adult alae phenotype of *let-7(n2853)* animals (Figure 1B). We interpret this suppression of heterochronic phenotypes of *let-7* family miRNA mutants by *stau-1* loss of function to suggest that loss of *stau-1* function causes an increase in the activity of the remaining *let-7* family miRNAs. These results indicate that STAU-1 acts as a negative modulator of *let-7* family miRNA biogenesis or activity.

The second sensitized genetic background we tested is a *dicer* (*dcr-1*) hypomorphic allele, *bp132*. This mutation causes a single amino acid change in the RNase III domain of DCR-1 and has been previously shown to cause developmental timing defects, as indicated by an increased number of seam cells and failure to form complete adult alae at the young adult stage (Figure 1A). The phenotypes of this partial loss-of-function mutant *dcr-1(bp132)* are stronger at 15° and can be suppressed by a point mutation that alters the sequence of the *lin-4* miRNA precursor (Lee *et al.* 1993; Wightman *et al.* 1993; Ren and Zhang 2010), indicating that the *dcr-1(bp132)* phenotypes reflect partially compromised *lin-4* biogenesis. We found that *stau-1(tm2266)* suppresses both adult alae and seam cell phenotypes of this *dcr-1(bp132)* mutant at 15° (Figure 1, D and E), suggesting that STAU-1 negatively modulates *lin-4* biogenesis or activity.

The third sensitized genetic background that we employed is a *lsy-6* miRNA hypomorphic mutant. *lsy-6* is known to regulate the asymmetric cell fate decision in ASE neurons (Johnston and Hobert 2003). The null allele of *lsy-6* causes a highly penetrant cell fate transformation phenotype, where the ASEL neuron adopts the cell fate of the ASER neuron, which is detected by loss of expression of the ASEL marker *lim-6*. The *lsy-6(ot150)* allele is a nonnull (hypomorphic) point mutation 111 nt upstream of the *lsy-6* hairpin, which disrupts a *cis*-regulatory element required for *lsy-6* expression. The *lsy-6(ot150)* animals exhibit a weak phenotype with ∼20% penetrance (Sarin *et al.* 2007) (Figure 1F). *stau-1(tm2266)* animals do not exhibit any ASE neuron cell fate defects since all the animals have *lim-6* expression only in the ASEL neurons, yet the phenotype of *lsy-6(ot150)* animals is significantly suppressed by *stau-1(tm2266)* (Figure 1G). These results indicate that loss of function of *stau-1* can potentiate the activity of *lsy-6*, suggesting that the role of STAU-1 as a negative modulator of miRNA activity is not restricted to miRNAs of the heterochronic pathway.

### stau-1 null mutants have an effect on miRNA activity similar to that of partial loss-of-function mutants

The *stau-1* mutants available so far are partial loss-of-function mutants that remove either the second (*tm2266*) or the fourth (*q798*) double-stranded RNA-binding domain (Figure 2A). Therefore, to test the effect of *stau-1* null mutants on miRNA activity and to determine if *stau-1* may have additional functions, we carried out CRISPR/Cas9 experiments to generate null mutants of *stau-1*. The guide RNA was designed to target the first exon of *stau-1* and we screened for frameshift mutations that lead to premature stop codons. Two independent mutations were isolated: *ma327*, an 11 bp insertion, and *ma346*, a 5 bp deletion, both of which generate early premature stop codons (Figure 2, A and B).

**Figure 2:**
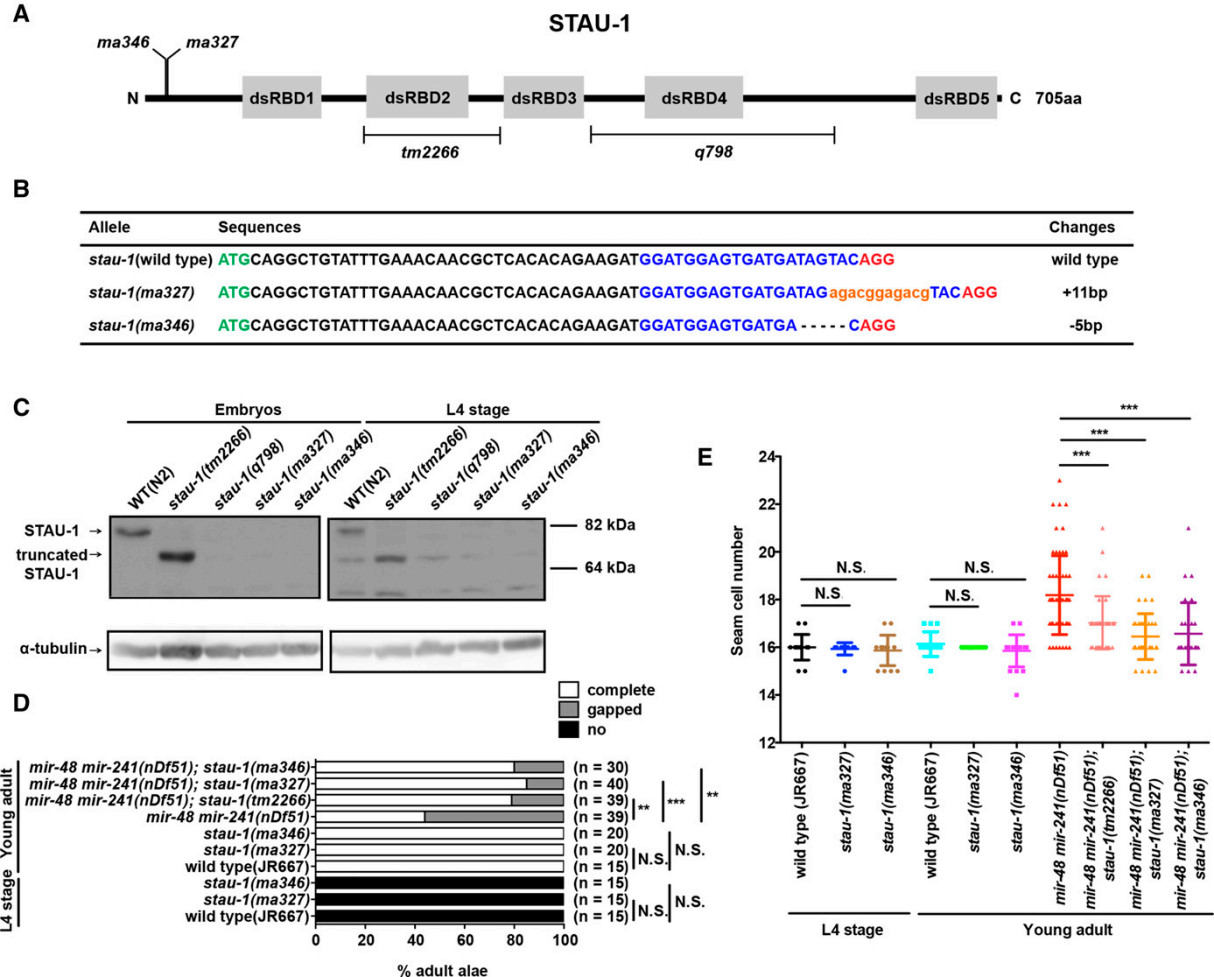
Characterization of *stau-1* null alleles. (A) A diagram of protein domains and mutations of STAU-1 used in this study. The five double-stranded RNA-binding domains (dsRBDs) are illustrated as gray boxes. The deletions in *stau-1(tm2266)* and *stau-1(q798)* (LeGendre *et al.* 2013) are shown by brackets. The positions of *ma327* and *ma346* mutations are indicated. (B) Nucleotide changes of *stau-1(ma327)* and *stau-1(ma346)* mutants. All the sequences shown here are in the beginning of *stau-1*’s first exon. The ATG start codon is in green. The sgRNA sequence is highlighted in blue and the PAM sequence is in red. The inserted sequence in *ma327* is in orange and lower case. The premature termination codons in *ma327* and *ma346* are 89 and 65 amino acids downstream from the N-terminus respectively. (C) Western blots of STAU-1 and α-tubulin in wild type and *stau-1* mutants. Both mix stage embryos and L4 stage animals were used for this experiment. There are nonspecific bands in the L4 stage blot. (D) Adult alae and (E) seam cell phenotypes of the *stau-1* null mutants at the L4 and the young adult stage in wild type and *mir-48 mir-241(nDf51)* backgrounds. ** *P* < 0.01; *** *P* < 0.001; N.S., not significant (chi-square test for adult alae phenotype and two-tailed *t*-test for seam cell phenotype); sgRNA, single guide RNA.

To confirm that *ma327* and *ma346* mutations are null alleles, we tested for expression of STAU-1 protein in these mutant animals. We performed western blot analysis of wild type and *stau-1* mutant embryos and L4 stage larvae using an antiserum generated against the fourth double-stranded RNA-binding domain of STAU-1 (LeGendre *et al.* 2013) (Figure 2C). *stau-1(q798)* animals lacking the fourth double-stranded RNA-binding domain were used as negative controls. As expected, the *stau-1(tm2266)* mutation resulted in a truncated STAU-1 protein recognizable by the antiserum. In the embryos, we only observed full-length and truncated STAU-1 in wild type animals and *stau-1(tm2266)* mutants, respectively, whereas neither *stau-1(ma327)* nor *stau-1(ma346)* embryos contained any detectable STAU-1 protein. In the L4 stage samples, there were nonspecific bands close to the size of the truncated STAU-1, but the *stau-1(ma327)* and *stau-1(ma346)* mutants had the same band pattern as the negative control. Therefore, the *stau-1* alleles *ma327* and *ma346* generated in this study appear to be null alleles.

Next, we sought to characterize the phenotypes of these *stau-1* null alleles. Homozygous mutants of either *ma327* or *ma346* are viable. However, similar to *tm2266* and *q798*, these animals exhibit a 4 hr delay in larval development at 20° and they are smaller in size compared to wild type animals at the young adult stage (Figure S1). Furthermore, to test if the *stau-1* null mutants also suppress phenotypes of miRNA mutants, we crossed the null alleles into the *let-7* family mutant *mir-48mir-241(nDf51)*. As expected, both of these null alleles significantly suppressed the adult alae and seam cell phenotypes of *mir-48mir-241(nDf51)* animals (Figure 2, D and E). Interestingly, neither *stau-1(ma327)* nor *stau-1(ma346)* animals exhibited any heterochronic defects in an otherwise wild-type genetic background (Figure 2, D and E), indicating that the *let-7* family hyperactivity that would result from the loss of STAU-1 was below the threshold required to elicit a precocious developmental timing phenotype.

Since the effects of these *stau-1* null alleles on *let-7* family miRNA activity are similar to the effect of *stau-1(tm2266)*, subsequent studies were conducted using *stau-1(tm2266)*.

### STAU-1 does not dramatically affect mature miRNA levels

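Small RNAs of 18 to 26 nt were isolated on a gel from wild type (N2) and *stau-1(tm2266)* young adults, with 3 biological replicates of each strain, and the cDNA was sequenced on an Ion Torrent Proton instrument. The paper describes *tm2266* as a deletion allele with partial loss of *stau-1* function. The authors removed adapters and reads shorter than 16 nt, combined reads of identical sequence, and mapped them with bowtie to the *C. elegans* genome of WormBase release WS215. They deposited the combined reads of each library and 3 tables of read counts without normalization, for mature miRNAs, for endo-siRNAs antisense to the exons and untranslated regions of each transcript, and for piRNAs. Between 707579 and 1631330 counts per library were in the miRNA table, between 3386698 and 4352339 in the endo-siRNA table, and between 284332 and 644633 in the piRNA table. In the endo-siRNA table a read is counted for every transcript of a gene that it maps to, so transcripts of 1 gene are not independent. From these counts, differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, on the features with more than 1 CPM (edgeR's count relative to library size) in at least 4 of the 6 libraries, with Benjamini-Hochberg adjustment of the p-values. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic. Fold changes are given for *stau-1(tm2266)* relative to wild type, and TMM sets the counts of each class relative to the other members of that class, so a change shared by a whole class does not appear in them. Reads antisense to *stau-1* itself, which lies on chromosome X of WBcel235 from 1027668 to 1035286, numbered 55, 15 and 21 in wild type replicates 1, 2 and 3, and 31, 55 and 28 in *stau-1(tm2266)* replicates 1, 2 and 3. Small RNA libraries do not measure the *stau-1* mRNA, so these counts do not check the genotype of a library.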

To investigate the mechanism of how *stau-1* modulates miRNA activity, we first performed small RNA high-throughput sequencing analysis of wild type and *stau-1(tm2266)* animals at the young adult stage. Three replicate samples were sequenced for each genotype and all the replicates yielded more than 5,000,000 reads, with ∼80% of the reads mapping to the *C. elegans* genome. 

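The deposited libraries held 7927433, 7139125 and 6359523 reads for wild type replicates 1, 2 and 3, and 5157046, 7258376 and 5619481 reads for *stau-1(tm2266)* replicates 1, 2 and 3. The shortest reads were 16 nt in every library. Between 2291638 and 2869777 distinct sequences were present per library, of which between 1532464 and 1921031 were read 1 time. In each of the 3 tables, the libraries of a genotype differed from each other by more than the sampling noise of their counts. Chi-square per degree of freedom was at least 3.28 for every pair of libraries. Without molecular identifiers, this cannot separate differences between samples from noise of library preparation. Each library was used as a replicate of its own because the paper describes 3 biological replicates of each strain. The share of reads that map to the genome was not analysed here, because the deposited libraries list sequences and counts without positions.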

Since the small RNA cloning technique we used is not dependent on the structure of the 5′ nucleotide of the RNA (Sterling *et al.* 2015), we were able to examine STAU-1’s effect on diverse small RNA populations, including miRNAs, piRNAs, and endogenous siRNAs. 

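Reads counted in the miRNA table made up 19.7% ± 1.04 of all reads of a library in wild type animals (SD, n = 3) and 15.4% ± 2.14 in *stau-1(tm2266)* animals (SD, n = 3). The highest share in a *stau-1(tm2266)* library, 17.8%, was below the lowest share in a wild type library, 18.6%. For endo-siRNAs, taking for each gene the 1 transcript with the highest counts, the share was 39.1% ± 1.35 in wild type (SD, n = 3) and 44.8% ± 2.03 in *stau-1(tm2266)* (SD, n = 3), again without overlap between the genotypes. Each of these differences had an exact permutation p of 0.1 (two-sided), which is the smallest that 3 libraries against 3 allow. The piRNA share was 5.90% ± 2.09 in wild type and 6.90% ± 0.530 in *stau-1(tm2266)* (SD, n = 3 each), a difference within the spread of the wild type libraries (exact permutation p = 0.5, two-sided). Of the sum of the 3 tables instead of all reads, miRNAs made up 30.5% ± 1.74 in wild type and 23.0% ± 3.27 in *stau-1(tm2266)* (SD, n = 3 each). The difference was then -7.49 instead of -4.28 percentage points, in part because this sum is smaller than all reads. Endo-siRNAs entered this sum with 1 transcript per gene. By sequence alone, 22-nt reads starting with G, the form of secondary endo-siRNAs, made up 5.33% ± 1.37 of reads in wild type and 7.22% ± 1.47 in *stau-1(tm2266)* (SD, n = 3 each, exact permutation p = 0.3, two-sided). Reads of 23 nt starting with TG could be this form with an extra T at the start. They made up more reads, 8.49% ± 1.62 in wild type and 10.2% ± 1.39 in *stau-1(tm2266)* (SD, n = 3 each). Both together, a sum chosen after seeing the data, made up 13.8% ± 2.86 and 17.5% ± 2.51 (SD, n = 3 each, exact permutation p = 0.2, two-sided). The share of 21-nt reads starting with T, the form of piRNAs, was 5.45% ± 1.16 in wild type and 6.00% ± 0.834 in *stau-1(tm2266)* (SD, n = 3 each, exact permutation p = 0.6, two-sided), and that of 26-nt reads starting with G, the form of primary endo-siRNAs, was 0.0413% ± 0.0141 and 0.0453% ± 0.0179 (SD, n = 3 each, exact permutation p = 0.9, two-sided). The 26-nt reads lie at the upper edge of the gel range of 18 to 26 nt, so primary endo-siRNAs may be undercounted.

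**Figure D1:**
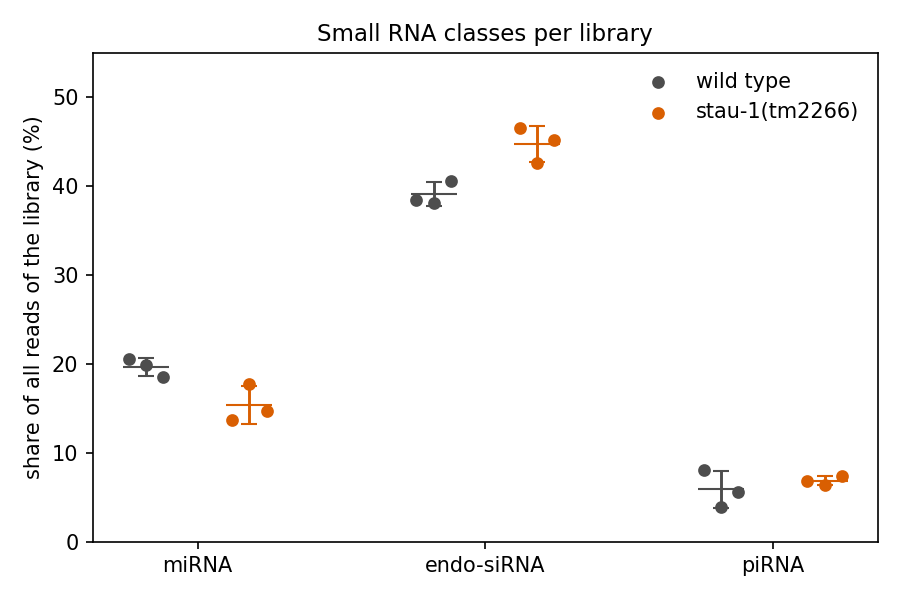
Share of all reads of a library (vertical axis, percent) counted as miRNA, endo-siRNA (1 transcript per gene) and piRNA. Points are libraries, horizontal lines are means and error bars are SDs of 3 libraries. The miRNA points of *stau-1(tm2266)* lie between 13.7% and 17.8%, and those of wild type between 18.6% and 20.6%.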

Based on the reads distribution data of small RNA populations, we did not observe any dramatic difference between wild type and *stau-1(tm2266)* animals (Figure 3A).

**Figure 3:**
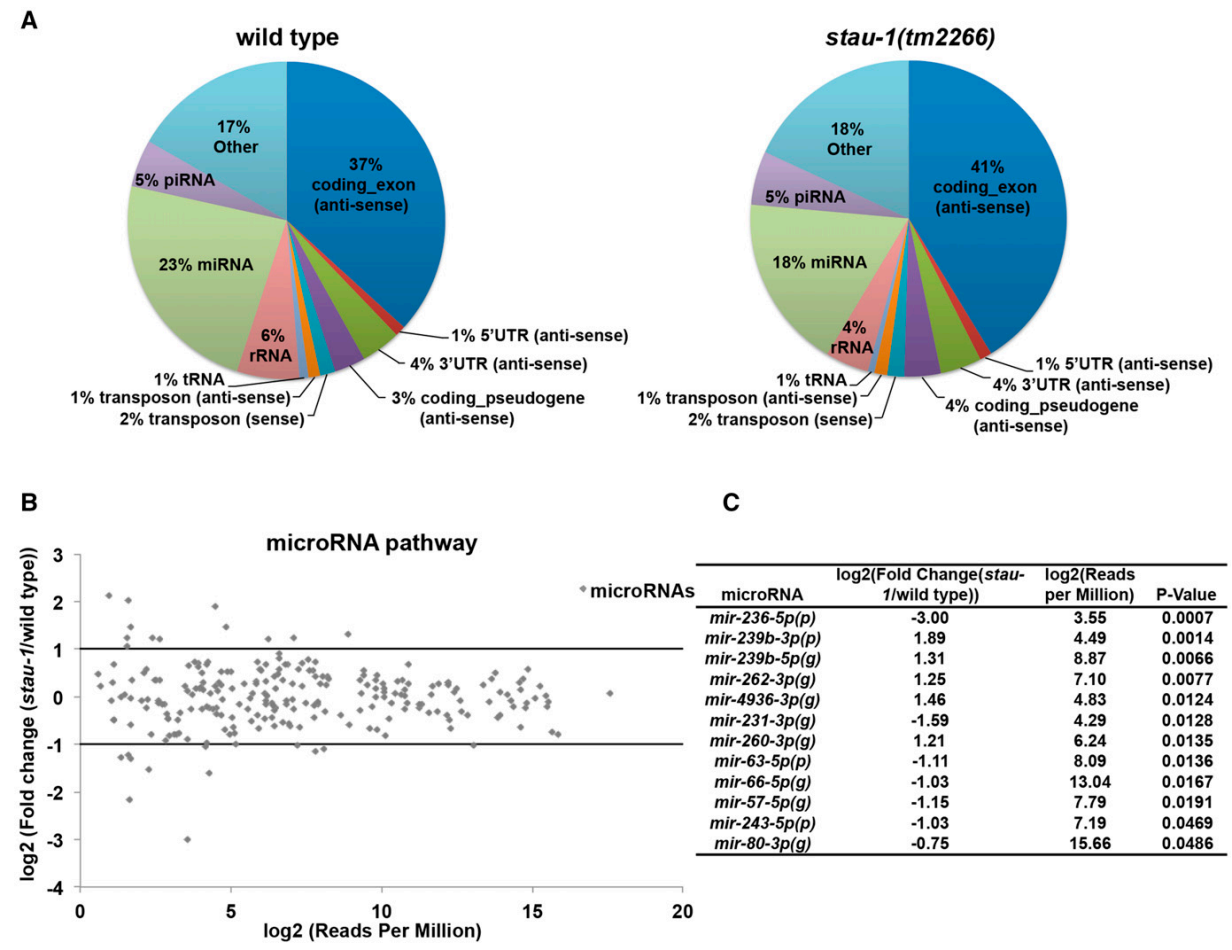
STAU-1 does not significantly affect mature miRNA levels. (A) Read distribution of small RNAs mapped to *C. elegans* genome in wild type and *stau-1(tm2266)* animals. All the antisense reads are endo-siRNA reads since *C. elegans* endo-siRNAs are mapped antisense to various regions of different gene transcripts (Gu *et al.* 2009). Most of reads in “other” were mapped to the sense strand of protein coding genes. (B) Differential gene expression analysis of miRNAs between wild type and *stau-1(tm2266)* animals. (C) List of miRNAs whose levels are significantly affected in *stau-1(tm2266)* animals. (g), miRNA guide strand; (p), miRNA passenger strand.

Next, we focused our analysis on the levels of mature miRNAs. 

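The deposited miRNA table lists 359 mature miRNAs, counting the guide strand (g) and the passenger strand (p) of a hairpin separately, and 315 of them had at least 1 read in the 6 libraries. More than 1 CPM in at least 4 libraries, a filter chosen to give the number of miRNAs in the paper's results, was found for 239. The median count of a miRNA that passed this filter was 98, and the common biological coefficient of variation between replicates of a genotype was 0.400. The most abundant miRNA of every library was miR-58-3p, with between 137579 and 394944 counts.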

In our sequencing data, we identified a total of 239 miRNAs. However, only 12 miRNAs were significantly changed in *stau-1(tm2266)* compared to wild type animals (five upregulated and seven downregulated) (Figure 3, B and C, Table S1, and Table S2). 

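By edgeR's quasi-likelihood test, 0 of the 239 miRNAs had an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.283. At an unadjusted p-value under 0.05 there were 11 miRNAs, 5 higher and 6 lower in *stau-1(tm2266)*, where 12.0 would be expected by chance among 239 tests. In Table S2, the paper's own adjusted p-values are under 0.05 for 0 miRNAs, and its 12 are those with an unadjusted p-value under 0.05. All 11 found here are among them. The setting that moved the count most was testing every detected miRNA without the filter on low counts, which gave 23 at an unadjusted p-value under 0.05. Among the 11 miRNAs, the largest rise was that of miR-239b-3p(p), from 9.40 ± 2.95 CPM to 36.8 ± 11.3 CPM (SD, n = 3 each), a log2 fold change of 1.95 (standard error 0.57, unadjusted p = 0.00237 and adjusted p = 0.283 from edgeR). The other strand of this hairpin, miR-239b-5p(g), had a log2 fold change of 1.25 (standard error 0.47), with libraries that overlapped between the genotypes. The other rises were those of miR-4936(g), on chromosome III of WBcel235 from 3249151 to 3249260, by 1.47 (standard error 0.52), of miR-262(g), on chromosome V from 18736683 to 18736790, by 1.28 (standard error 0.45), and of miR-260(g), on chromosome II from 3306234 to 3306336, by 1.23 (standard error 0.47). The passenger strand miR-236-5p(p), on chromosome II from 7030180 to 7030277, had 12, 24 and 45 counts in the wild type libraries and 3, 2 and 2 in the *stau-1(tm2266)* libraries. The latter are at or under a floor of 3 counts. The mean of wild type was 4.93-fold above this floor, or 3.08-fold above it without wild type replicate 3. This ratio leaves out the spread of the wild type libraries, so it is not a lower bound on the fall. The fitted log2 fold change was -2.95 (standard error 0.81, adjusted p = 0.283 from edgeR). Lower log2 fold changes were also found for miR-231-3p(g), at -1.68 (standard error 0.65), miR-57-5p(g), at -1.11 (standard error 0.45), miR-63-5p(p), at -1.06 (standard error 0.41), miR-66-5p(g), at -1.04 (standard error 0.45), and miR-80-3p(g), at -0.81 (standard error 0.33). Of these, miR-57-5p(g) and miR-66-5p(g) had libraries that overlapped between the genotypes. The 12th miRNA of Fig. 3C, miR-243-5p(p), had a log2 fold change of -1.14 (standard error 0.63) and an unadjusted p of 0.0805 from edgeR. Its counts in wild type were 575, 43 and 188, and without wild type replicate 1 the log2 fold change was 0.05.

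**Figure D2:**
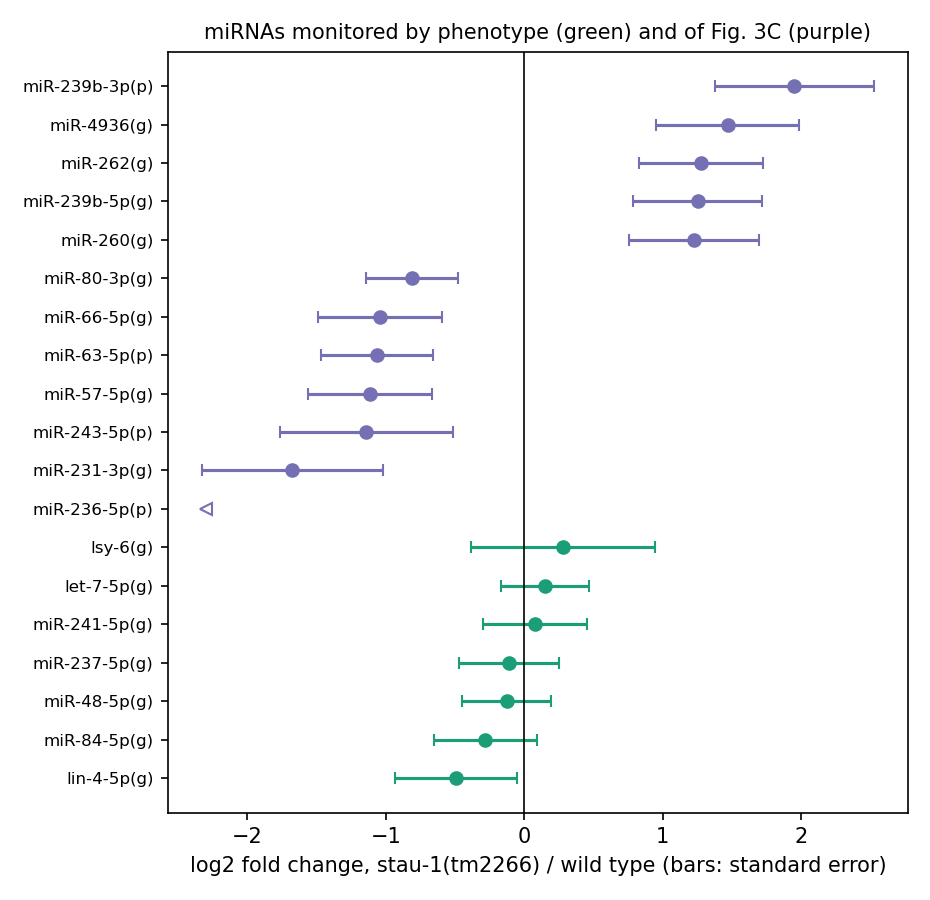
Log2 fold change of *stau-1(tm2266)* over wild type (horizontal axis) for the miRNAs of Fig. 3C (purple) and for let-7, miR-48, miR-84, miR-241, lin-4, miR-237 and lsy-6 (green). Points are edgeR estimates from 3 libraries per genotype, and error bars are 1 standard error. The open triangle marks miR-236-5p(p) by the ratio of its wild type mean to the floor, 4.93-fold, which leaves out the spread of the wild type libraries. The purple points lie between -1.68 and 1.95 and the green points between -0.49 and 0.28.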

None of the miRNAs that are differentially expressed in *stau-1(tm2266)* animals are known to be able to contribute to the phenotypes suppressed by *stau-1(tm2266)* (Figure 1). Additionally, since the precocious expression of *let-7* at the L2 stage, rather than the overexpression at the young adult stage, could affect the developmental timing phenotypes (Vadla *et al.* 2012), we examined the mature miRNA levels at the L2 stage. 

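The miRNAs picked here were the members of the *let-7* family that the paper names, let-7, miR-48, miR-84 and miR-241, with lin-4, miR-237 and lsy-6, and 0 of these 7 had an adjusted or unadjusted p-value under 0.05. The log2 fold change was 0.15 for let-7 (standard error 0.32), -0.13 for miR-48 (standard error 0.32), -0.28 for miR-84 (standard error 0.37) and 0.08 for miR-241 (standard error 0.38). For lin-4 it was -0.49 (standard error 0.44), for miR-237 -0.11 (standard error 0.36) and for lsy-6 0.28 (standard error 0.67). The smallest adjusted p-value of the 7 was 0.849, that of lin-4, from edgeR's quasi-likelihood test over all 239 miRNAs. Adjusted over the list alone, 0 of the 7 were under 0.05, and each adjusted p-value was 0.841. Which other miRNAs of the table share the seed of these families was not analysed here, since the table holds no sequences.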

No significant change in mature miRNA levels was detected in either *stau-1(tm2266)* or *stau-1(q798)* animals compared to wild type animals (Figure S2). Consistent with these results, we did not observe any significant change in the protein levels of two miRNA biogenesis factors [DCR-1 and ALG-1 (a *C. elegans* AGO)] in several *stau-1* mutants (Figure S3). Therefore, we concluded that the modulation by STAU-1 of miRNA activity occurs downstream of miRNA biogenesis.

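Over the 239 miRNAs tested, the median log2 fold change was 0.05 with TMM normalization. With all reads of a library as its size, in place of a size estimated from the miRNAs themselves, the median was -0.24, and 20 miRNAs had an unadjusted p-value under 0.05, 4 higher and 16 lower, while 0 had an adjusted p-value under 0.05 from edgeR's test. The samples behind the L2 measurements of Figure S2 and the protein levels of Figure S3 were not analysed here. From the levels of mature miRNAs together with those experiments, the paper concludes that STAU-1 acts after the miRNAs have been made.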

### STAU-1 does not dramatically affect other small RNA populations

Since *stau-1* mutants exhibit enhanced RNAi and transgene silencing phenotypes (LeGendre *et al.* 2013), we examined whether there is any change in other small RNA populations between wild type and *stau-1(tm2266)* animals. Besides miRNAs, *C. elegans* also possesses several classes of endogenous siRNAs (endo-siRNAs) and piRNAs. Since different functional classes of endo-siRNAs are loaded into the distinct Argonaute proteins, CSR-1, WAGO, ALG-3/4, and ERGO-1 (Lee *et al.* 2012), we mapped our sequencing reads to these annotations and carried out differential gene expression analysis (Figure 4, A–D, Table S3, Table S4, Table S5, Table S6, Table S7, and Table S8). 

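The endo-siRNA table holds 28489 transcripts, of which 17947 transcripts of 11706 genes passed the filter. By edgeR's quasi-likelihood test, 272 transcripts of 209 genes had an adjusted p-value under 0.05, 165 transcripts higher and 107 lower in *stau-1(tm2266)*. At an unadjusted p-value under 0.05 there were 1746, where 897 would be expected by chance. A log2 fold change of at least 1 in size was found for 102 of the 272, 64 higher and 38 lower, and the libraries of the genotypes did not overlap for 264 of the 272. The setting that moved this count most was using all reads of a library as its size, with 561 transcripts, 495 higher and 66 lower. That scaling moved the median log2 fold change of all transcripts from 0.00 to 0.19. Without *stau-1(tm2266)* replicate 2, 155 transcripts had an adjusted p-value under 0.05. Without wild type replicate 1, 110 were higher and 117 lower. In each other fit that left out 1 library, more were higher than lower. Among the 5 largest rises that the rule for named genes picks is F22F1.2, which is in none of the lists below, with a log2 fold change of 2.93 (standard error 0.62, adjusted p = 0.00888, and 0.286 without *stau-1(tm2266)* replicate 2 and 0.0733 without wild type replicate 1). The copies of Table S5 (CSR-1) and Table S6 (WAGO) used here hold 1998 transcripts each, against 3648 and 2672 in the paper, so they were used for description only, while Table S7 (ALG-3/4, 1517 transcripts) and Table S8 (ERGO-1, 45 transcripts) are complete. As a set, the ALG-3/4 targets had a median log2 fold change of -0.09 against 0.02 for all other genes (limma's camera with an inter-gene correlation of 0.01, p = 0.000331, two-sided). With all reads of a library as its size both medians were above 0, at 0.08 for the ALG-3/4 targets and 0.19 for the other genes. The ERGO-1 targets had a median of 0.26, with 86.7% of them higher (n = 45 targets, p = 3.47e-05, two-sided, from limma's camera with the same inter-gene correlation), and a median of 0.11 without wild type replicate 1. Neither difference held when the correlation between genes was estimated from the data (p = 0.101 and 0.230) or under fry (p = 0.151 and 0.128).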

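Among the listed targets, 133 of 1997 distinct WAGO transcripts had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, against 3 of 1998 CSR-1 transcripts, 15 of 1517 ALG-3/4 transcripts and 3 of 45 ERGO-1 transcripts. With all reads of a library as its size, these counts were 226, 26, 25 and 16. Without wild type replicate 3 there were 14 ERGO-1 transcripts, and without *stau-1(tm2266)* replicate 2 there were 83 WAGO transcripts and 8 ALG-3/4 transcripts. A difference between the pathways in the share of changed targets was not tested, because the CSR-1 and WAGO lists are held in part. Of the 3 CSR-1 transcripts, Y43E12A.3 had a log2 fold change of -0.76 (standard error 0.16, adjusted p = 0.00692), and its adjusted p-value was 0.0725 without wild type replicate 1 and 0.0739 without *stau-1(tm2266)* replicate 1. C28A5.1 had a log2 fold change of -0.34 (standard error 0.09, adjusted p = 0.0493), and its adjusted p-value rose to between 0.0657 and 0.247 when any 1 library was left out. The remaining CSR-1 transcript, of Y71H10A.1, was higher, with a log2 fold change of 2.28 (standard error 0.55, adjusted p = 0.0244). It is named because the count is small, after its values were seen, and its libraries overlapped between the genotypes, with 10, 14 and 2 counts in wild type and 60, 14 and 42 in *stau-1(tm2266)*. Without wild type replicate 3, *stau-1(tm2266)* replicate 1 or *stau-1(tm2266)* replicate 3 there were 0 CSR-1 transcripts higher with an adjusted p-value under 0.05, so this rise was not called in these 3 fits. Among the ALG-3/4 targets, the largest rise was that of B0261.6, on chromosome I of WBcel235 from 5255447 to 5256945, with a log2 fold change of 3.71 (standard error 0.46, adjusted p = 8.81e-06), followed by Y43C5A.4 with 2.40 (standard error 0.34, adjusted p = 6.34e-05). The largest fall was that of T05G5.4, on chromosome III from 9748934 to 9749673, with -3.05 (standard error 0.22, adjusted p = 2.19e-10). These 3 kept an adjusted p-value under 0.05 in all 6 fits that left out 1 library. Also picked by the rule were the rise of ZC328.3, by 1.27 (standard error 0.32, adjusted p = 0.0363), and the falls of T21E3.2, with -2.58 (standard error 0.62, adjusted p = 0.0260), and of Y116A8C.24, with -2.34 (standard error 0.51, adjusted p = 0.0106). The adjusted p-value of ZC328.3 was between 0.0592 and 0.194 when any 1 library was left out. That of T21E3.2 was 0.321 without wild type replicate 1, 0.136 without *stau-1(tm2266)* replicate 2 and 0.0909 without *stau-1(tm2266)* replicate 3, and that of Y116A8C.24 was 0.128 without wild type replicate 3, 0.0597 without *stau-1(tm2266)* replicate 1 and 0.0679 without *stau-1(tm2266)* replicate 2. The 3 ERGO-1 targets were higher. The pseudogene W04B5.1, on chromosome III from 2428204 to 2429430, had a log2 fold change of 0.75 (standard error 0.11, adjusted p = 0.000118), F39F10.4 had 0.53 (standard error 0.13, adjusted p = 0.0361), and the pseudogene ZK380.5 had 0.46 (standard error 0.10, adjusted p = 0.00879). The adjusted p-value of F39F10.4 was over 0.05 in 4 of the 6 fits that left out 1 library, at 0.228 without wild type replicate 1, 0.184 without wild type replicate 2, 0.101 without *stau-1(tm2266)* replicate 1 and 0.328 without *stau-1(tm2266)* replicate 2. That of ZK380.5 was 0.116 without wild type replicate 2 and 0.118 without *stau-1(tm2266)* replicate 2, and that of W04B5.1 stayed under 0.05 in all 6. Adjusted p-values are from edgeR's quasi-likelihood test.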

Of all these endo-siRNA categories, the only noteworthy changes we observed were for a subset of WAGO endo-siRNAs, which may function to maintain the silencing of “nonself” transcripts in *C. elegans* germline (Shirayama *et al.* 2012) (Figure 4B and Table S6). 

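Of the 133 WAGO transcripts with an adjusted p-value under 0.05, 84 were higher and 49 lower in *stau-1(tm2266)*. The calls were 192 higher and 34 lower with all reads of a library as its size. The largest fall was that of ZK262.9, on chromosome V of WBcel235 from 18439769 to 18441625, from 193 ± 50.9 CPM in wild type to 2.85 ± 2.29 CPM in *stau-1(tm2266)* (SD, n = 3 each), a log2 fold change of -6.15 (standard error 0.29, adjusted p = 3.82e-14 from edgeR's quasi-likelihood test). Its counts were 747, 596 and 904 in wild type and 13, 1 and 16 in *stau-1(tm2266)*. Next were *fbxa-216*, an F-box gene on chromosome I from 11901660 to 11903310, from 119 ± 3.02 CPM to 6.76 ± 1.16 CPM (SD, n = 3 each, log2 fold change -4.12, standard error 0.18), and *arl-13*, on chromosome I from 2065692 to 2069098, with a log2 fold change of -3.10 (standard error 0.23, adjusted p = 3.84e-10 from the same test). The largest rise was that of *cdh-5*, a cadherin gene on chromosome IV from 8668935 to 8676619, from 5.68 ± 2.97 CPM to 93.2 ± 4.65 CPM (SD, n = 3 each), a log2 fold change of 4.03 (standard error 0.23, adjusted p = 2.18e-12 from the same test). Y38H8A.5, on chromosome IV from 13466097 to 13469399, rose by 2.60 on the log2 scale (standard error 0.19), and Y39B6A.9, on chromosome V from 19136506 to 19139094, by 2.39 (standard error 0.42). For these 6 genes the direction and an adjusted p-value under 0.05 were kept in each of the 6 fits that left out 1 library.

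**Figure D3:**
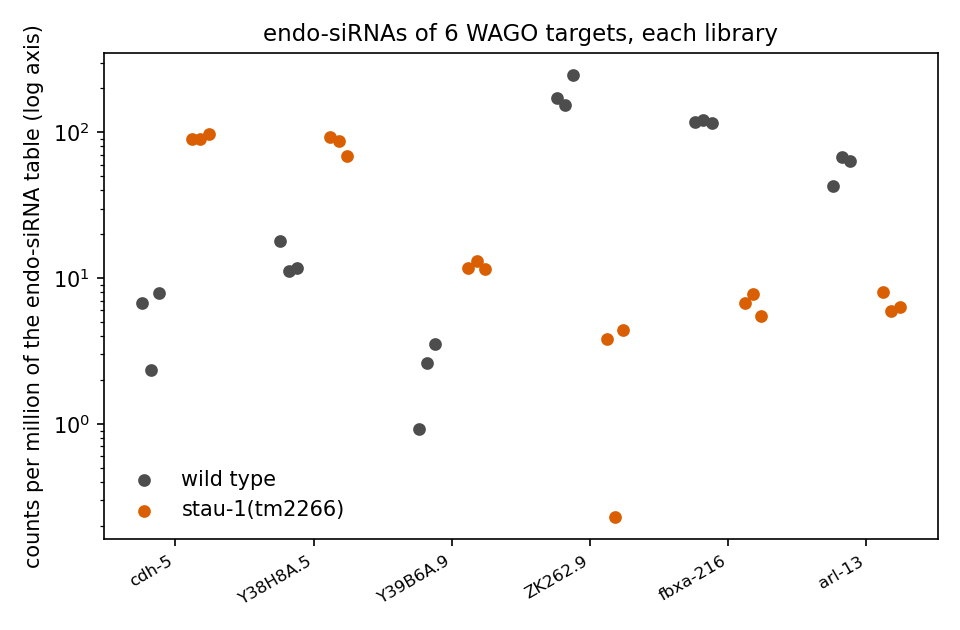
CPM of the endo-siRNA table (vertical axis, logarithmic) for 3 WAGO targets with higher and 3 with lower endo-siRNA counts in *stau-1(tm2266)*. Points are libraries. The ZK262.9 counts behind the points are 747, 596 and 904 in wild type and 13, 1 and 16 in *stau-1(tm2266)*.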

STAU-1 does not seem to simply promote biogenesis of endo-siRNAs in the WAGO pathway since cases of upregulation and downregulation of endo-siRNAs were evident in *stau-1(tm2266)* animals (Figure 4B). The final class of small RNAs that we analyzed was piRNAs, and there was no dramatic change in the piRNA levels between wild type and *stau-1(tm2266)* animals (Figure 4E, Table S9, and Table S10).

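The piRNA table holds 15698 piRNAs, of which 14028 were detected and 11311 passed the filter, with a median count of 13. By edgeR's quasi-likelihood test, 0 of the 11311 piRNAs had an adjusted p-value under 0.05 (smallest adjusted p = 0.354), and 555 had an unadjusted p-value under 0.05, 225 higher and 330 lower, where 566 would be expected by chance. The balance changed with the scaling and with single libraries, to 269 higher and 86 lower when all reads of a library were its size, 307 higher and 309 lower without wild type replicate 1, and 323 higher and 332 lower without wild type replicate 3. The setting that moved the first count most was testing every detected piRNA, which gave 7 with an adjusted p-value under 0.05. Without wild type replicate 1 there were 4. Of 3422 piRNAs the 6 counts were identical to those of another piRNA, which shared reads or, at low counts, coincidence could give. On simulated counts with the means and spread of these libraries, the test recovered 35.0% of 200 piRNAs changed by 2 on the log2 scale, so with that many changed piRNAs most changes of this size would have been missed.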

**Figure 4:**
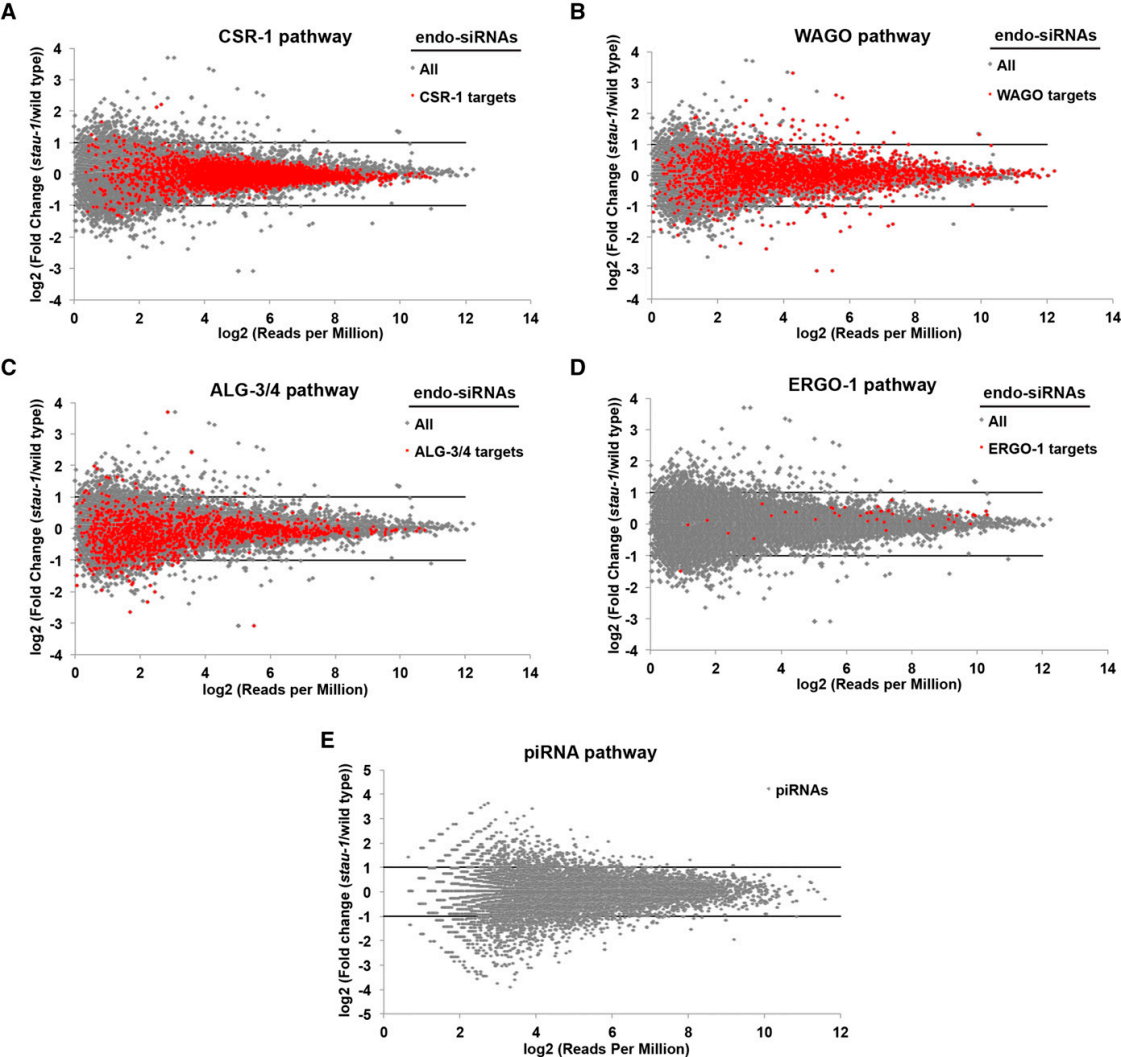
The effects of STAU-1 on small RNA pathways other than miRNAs. Comparisons between wild type and *stau-1(tm2266)* animals regarding expression of endo-siRNAs (A–D) associated with the CSR-1 (A), WAGO (B), ALG-3/4 (C), and ERGO-1 pathways (D), and piRNAs (PIWI-interacting RNAs) (E).

### The modulation of miRNA activity by *stau-1* mutations is likely independent of their enhanced RNAi phenotype

*C. elegans stau-1* mutants have been shown to exhibit an enhanced RNAi (Eri) phenotype, indicating that STAU-1 negatively modulates one or more RNAi pathways. This suggests that STAU-1’s negative modulation of miRNA activity that we have shown here could reflect a common underlying effect of STAU-1 on small RNA silencing more broadly. In that case, one might expect that other Eri mutants may also exhibit enhanced miRNA activity. Because *stau-1* mutants had been shown to interact genetically with *eri-1* (LeGendre *et al.* 2013), we tested whether *eri-1* loss-of-function could affect the heterochronic phenotypes of *mir-48mir-241(nDf51)* animals. Interestingly, loss of function of *eri-1* enhanced the adult alae and seam cell defects of *mir-48mir-241(nDf51)* animals (Figure 5), which is opposite to the suppression caused by *stau-1* mutation. Therefore, the modulation of miRNA activity by STAU-1 is unlikely to be simply the result of a general enhancement of RNA interference.

**Figure 5:**
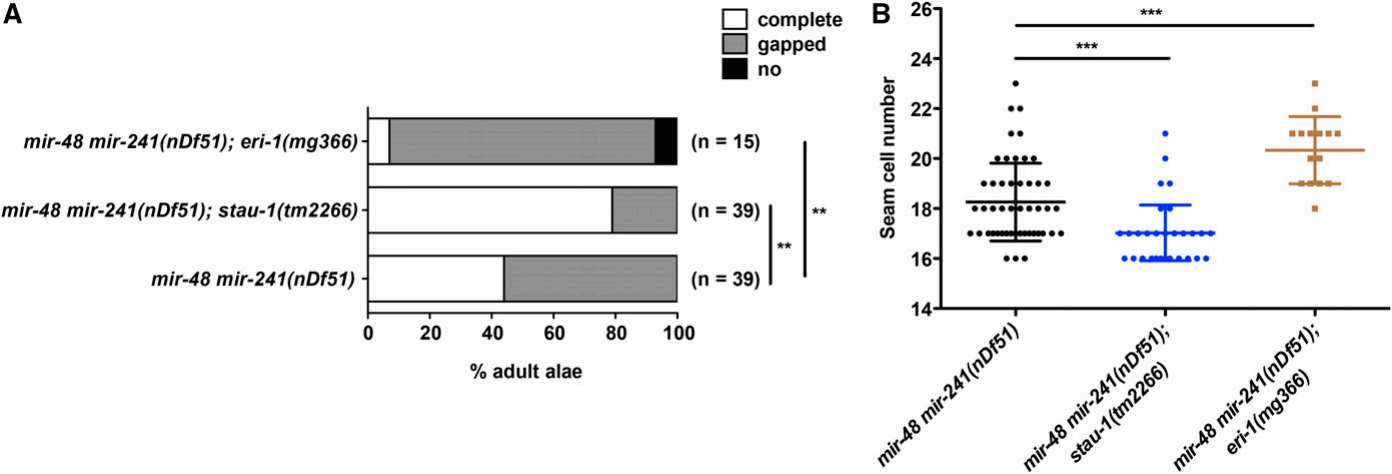
ERI-1 positively modulates *let-7* family miRNA activity. (A) Adult alae and (B) seam cell phenotype of *eri-1(mg366)* in combination with *mir-48 mir-241(nDf51)*. N.S., not significant ** *P* < 0.01; *** *P* < 0.001 (chi-square test for adult alae phenotype and two-tailed *t*-test for seam cell phenotype).

### STAU-1 may act through the 3′UTR of miRNA targets to modulate miRNA activity

Staufen has been shown to promote the translation of its target mRNAs (Micklem *et al.* 2000; Dugré-Brisson *et al.* 2005; Ricci *et al.* 2014), suggesting that the negative effect of STAU-1 on miRNA activity shown here could reflect its role in promoting the translation of miRNA target mRNAs, either by binding to 3′UTR sequences (perhaps at or near miRNA binding sites), or to other regions of the mRNAs (such as 5′UTR and/or coding sequences). To investigate whether STAU-1 could oppose miRNA activity relatively directly, via the 3′UTR sequences of the target mRNAs, we utilized mutants of the heterochronic miRNA *lin-4* and its primary target *lin-14* (Lee *et al.* 1993; Wightman *et al.* 1993).

The 3′UTR of *lin-14* possesses several *lin-4* and *let-7* family miRNA target sites (Figure 6A). The first strain we tested was *lin-4(e912)*; *lin-14(n179)*, which has a null mutation of *lin-4* and a point mutation in *lin-14*, and this double mutant exhibits a temperature sensitive heterochronic phenotype. At permissive temperature (15°), *lin-4(e912)*; *lin-14(n179)* animals exhibit a partially penetrant phenotype (∼30% animals have gaps in the adult alae) and can be considered a sensitized genetic background. *stau-1(tm2266)* significantly suppresses the adult alae phenotype of *lin-4(e912)*; *lin-14(n179)* animals (Figure 6B). This indicates that STAU-1 could modulate the activity of *lin-14*, possibly through *let-7* family miRNAs or *mir-237* (the other member of *lin-4* family miRNAs in *C. elegans*).

**Figure 6:**
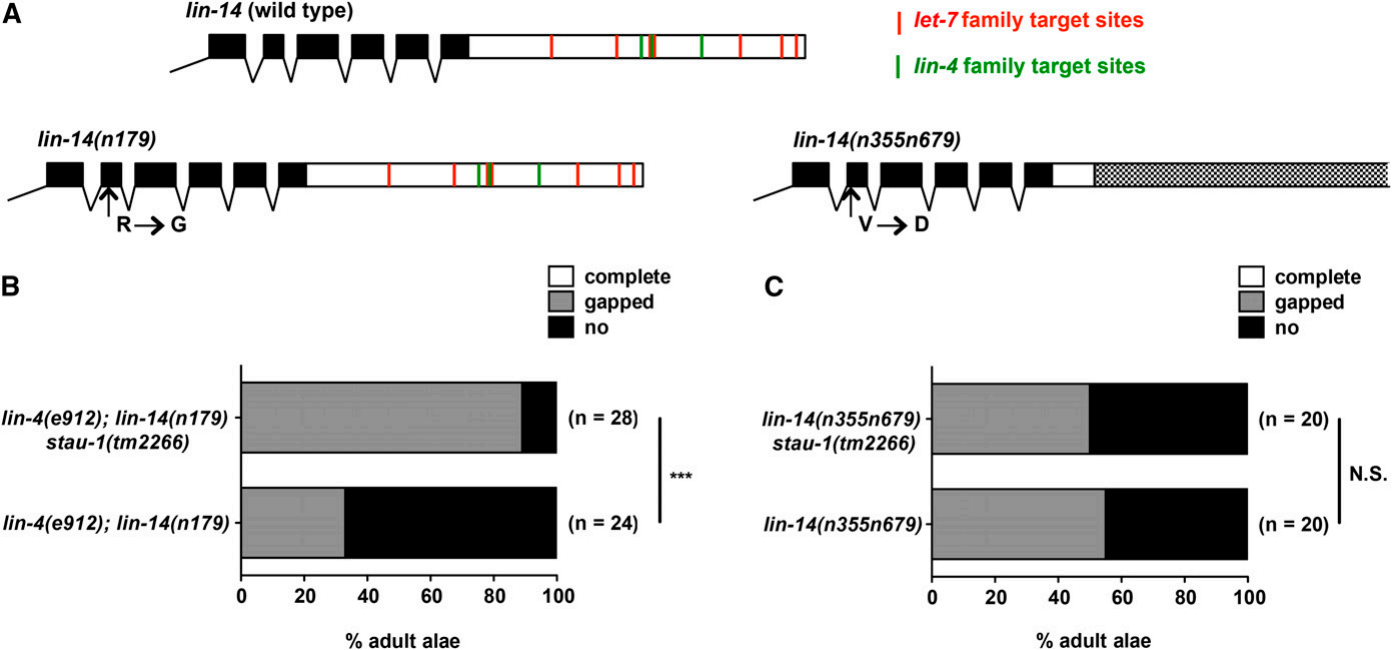
The 3′UTR of *lin-14* is required for modulation of *lin-14* gain-of-function phenotypes by *stau-1* mutation. (A) Diagrams of C-terminal end of *lin-14* gene in wild type, *lin-14(n719)*, and *lin-14(n355n679)*. The black boxes represent exons and the white boxes represent 3′UTR. The dotted box indicates the region of 3′UTR deleted in *lin-14(n355n679)*. The predicated *lin-4* family (green lines) and *let-7* family (red lines) target sites are indicated; the target site predication was obtained from TargetScan (Lewis *et al.* 2005; Jan *et al.* 2011). (B) Adult alae phenotype of *lin-4(e912)*; *lin-14(n179)* and *lin-4(e912)*; *lin-14(n179) stau-1(tm2266)* animals. (C) Adult alae phenotype of *lin-14(n355n679)* and *lin-14(n355n679) stau-1(tm2266)* animals. *** *P* < 0.001; N.S., not significant (chi-square test for adult alae phenotype and two-tailed *t*-test for seam cell phenotype).

Next, we used another *lin-14* mutant strain *lin-14(n355n679)*. *n355* is a breakpoint mutation in the 3′UTR of *lin-14*, which results in the removal of most of the *lin-14* 3′UTR, including all the *lin-4* and *let-7* family miRNA binding sites (Shi *et al.* 2013). In combination with another point mutation (*n679*) that partially compromises LIN-14 function, the phenotype of *lin-14(n355n679)* is similar to *lin-4(e912)*; *lin-14(n179)* animals. However, we failed to observe any suppression by *stau-1(tm2266)* on the adult alae phenotype on *lin-14(n355n679)* animals (Figure 6C). These data suggest that STAU-1 may modulate miRNA activity through the 3′UTR of miRNA targets.

## Discussion

The double-stranded RNA-binding protein Staufen has been characterized as a master regulator of mRNA localization and translation in many metazoan species (Roegiers and Jan 2000). Staufen is known to positively regulate translation upon localization through interactions with structured regions of mRNAs (3′UTRs, coding sequences, and 5′UTRs) and various partner proteins and/or ribosomes (Ferrandon *et al.* 1994; Micklem *et al.* 2000; Dugré-Brisson *et al.* 2005; Ricci *et al.* 2014). Besides such positive roles in gene expression, Staufen can also negatively regulate gene expression by recruiting the nonsense-mediated decay factor Upf1 to the 3′UTR of mRNAs to trigger mRNA degradation (Park and Maquat 2013). Because of these alternative positive or negative roles in posttranscriptional regulation of mRNA activity, we predicted that Staufen could be expected to interact functionally with miRNA-mediated repression of mRNA targets, and could exert either promotion or inhibition of miRNA activity.

In this study, we found that loss-of-function Staufen (*stau-1*) mutations in *C. elegans* can suppress the phenotypes of miRNA partial loss of function, indicating that STAU-1 inhibits miRNA activity. This suggests that, at least with respect to the miRNAs whose functions we examined here, STAU-1 engages its translational enhancer function, rather than its mRNA decay activity. 

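Mean levels of the guide strands were 23860 ± 5518 CPM of the miRNA table in wild type and 26421 ± 2764 CPM in *stau-1(tm2266)* for let-7 (SD, n = 3 each), which the annotation of WBcel235 places on chromosome X from 14743590 to 14745321. For miR-48, on chromosome V from 14364412 to 14364509, they were 30447 ± 9682 CPM and 27867 ± 1445 CPM, and for miR-241, on the same chromosome from 14366188 to 14366283, 3127 ± 340 CPM and 3299 ± 1544 CPM (SD, n = 3 each). For miR-84, on chromosome X from 16022404 to 16022478, they were 3365 ± 636 CPM and 2771 ± 903 CPM (SD, n = 3 each). For lin-4, on chromosome II from 5902254 to 5902347, the level was 5661 ± 4153 CPM in wild type and 4022 ± 1428 CPM in *stau-1(tm2266)* (SD, n = 3 each). The lowest level was that of lsy-6, on chromosome V from 10647232 to 10647304, with 13.1 ± 6.63 CPM and 16.3 ± 8.74 CPM (SD, n = 3 each), from between 8 and 27 counts per library. In each case the libraries of the genotypes overlapped.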

We show that *stau-1* loss-of-function mutation does not appreciably affect the levels of mature miRNAs; in particular, there was no detectable change, in *stau-1* mutants, of the levels of the *lin-4*, *let-7* family, and *lsy-6* miRNAs whose function we monitored phenotypically in our genetic interaction experiments. This strongly suggests that STAU-1 likely opposes the activity of these miRNAs independently of their biogenesis or turnover, and perhaps may act by binding to their target mRNAs. Consistent with a model where STAU-1 can modulate miRNA activity by binding to the 3′UTR of miRNA targets, our data show that the 3′UTR of a miRNA target, *lin-14*, is required for STAU-1-mediated modulation of *lin-14* heterochronic phenotypes.

Various possible molecular mechanisms could be the basis for an opposition of miRNA repression by STAU-1. STAU-1 bound to target mRNA could oppose miRNA activity by exerting an independent translational activation (Figure 7A), or perhaps also by directly inhibiting the binding (Figure 7B) or efficacy (Figure 7C) of miRISC. It should be noted that a target site occlusion model for STAU-1 (Figure 7B) would be similar to the action attributed to other 3′UTR binding proteins (Pumilio, HuR, and Dnd1) that can apparently affect miRNA target accessibility by binding at or near miRNA sites (Fabian and Sonenberg 2012).

**Figure 7:**
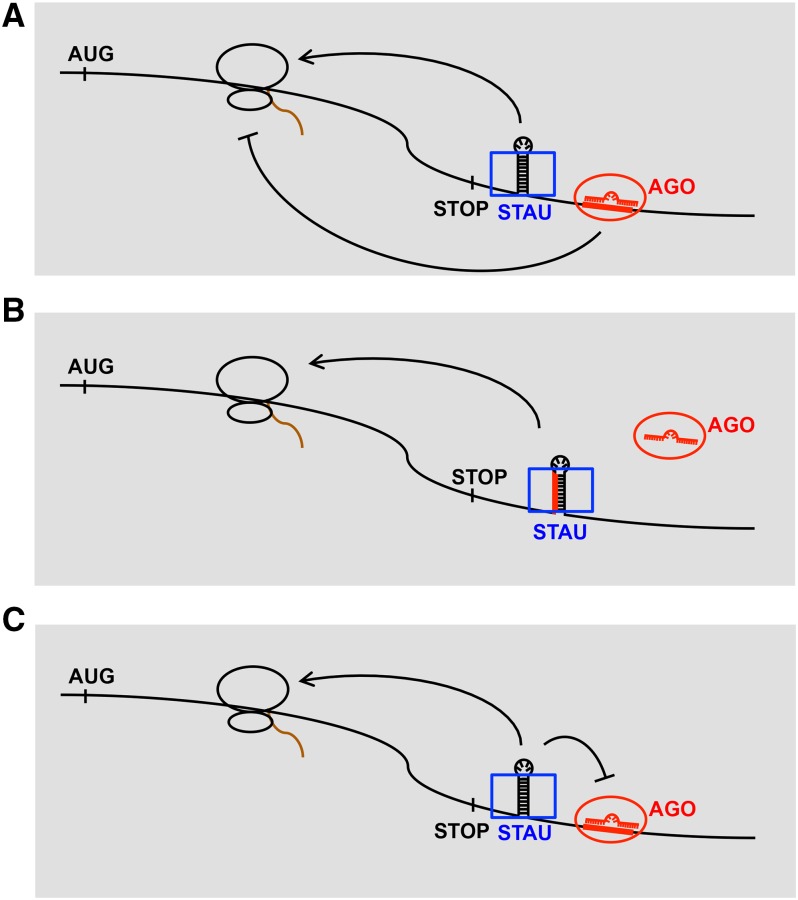
Alternative models for STAU-1-mediated modulation of miRNA activity wherein STAU-1 is proposed to bind to miRNA targets, for example via 3′UTR double-stranded RNA secondary structure. The previously-described translational activation function of Staufen (STAU) could oppose, and hence inhibit the net potency of, miRNA-based translational repression (A); STAU-1 could also affect miRNA activity by binding at (or close to) the miRNA binding site and hence inhibit miRISC binding (B) or activity (C). Blue rectangles are STAU-1 proteins and red ovals are AGO proteins. The red single stranded nucleic acids in AGO proteins represent miRNAs and red lines on mRNAs are miRNA binding sites. Brown curves are newly synthesized protein peptides from the mRNAs.

All the models proposed here (Figure 7) involve a hypothetical physical interaction of STAU-1 with miRNA targets. Accordingly, one would predict that the miRNA target mRNAs that likely contribute to the phenotypes we observed here (*lin-14*, *hbl-1*, *lin-41*, and *cog-1*) should be recoverable associated with STAU-1 immunoprecipitated from worms of the appropriate developmental stage (embryo for *cog-1*; L1 for *lin-14*, L2 for *hbl-1*, and L4/adult for *lin-41*). We have not tested for these mRNA associations by immunoprecipitation, but a previous study (LeGendre *et al.* 2013) did recover the *let-7* target *lin-41* as enriched in a STAU-1 RNA Immunoprecipitation (RIP) experiment using extracts of *C. elegans* adults, supporting the model that STAU-1 could interact with miRNA targets. LeGendre *et al.* (2013) did not recover *cog-1*, *lin-14*, or *hbl-1* in their RIP experiments, but this is perhaps not unexpected since larval stage extracts were not tested. Consistent with the hypothesis that STAU-1 could interact with the 3′UTRs of these genes by binding to regions of double-stranded RNA (dsRNA) secondary structure to potentiate miRNA activity, these 3′UTRs contain numerous regions predicted to form dsRNA structures, and many of the miRNA complementary sites reside at or near the structured regions (Figure S4). However, the identification of STAU-1 binding sites in *C. elegans* is needed to fully test this hypothesis.

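Of the 239 miRNAs, 21 (8.79%) had CPM values that did not overlap between the 3 wild type and the 3 *stau-1(tm2266)* libraries, where chance gives 10%. Of the endo-siRNA transcripts tested in the same libraries, 2597 (14.5%) did not overlap.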

Our small RNA sequencing data indicate that *stau-1* loss-of-function mutation does not affect miRNA biogenesis in general, despite having clear effects on the developmental phenotypes of certain miRNA mutants. Importantly, the levels of the particular miRNAs responsible for those phenotypes were unchanged in *stau-1* mutants. However, we did not examine levels of these miRNAs in specific cell types, therefore, it is possible that STAU-1 could modulate miRNA biogenesis or stability cell type-specifically, and we might not have detected cell type-specific changes of those miRNAs in our RNA samples extracted from whole animals. Indeed, our sequencing data contain a hint that the abundance of some miRNAs could be affected by STAU-1; 11 miRNAs exhibited at least twofold change in levels in the *stau-1* mutant compared to wild type animals (Figure 3C). 

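For let-7, miR-48, miR-241, lin-4 and lsy-6, but not for miR-84 and miR-237, the direction of the difference changed when 1 library was left out. The count of lin-4 was 5919, 3363 and 13110 in wild type replicates 1, 2 and 3, and without wild type replicate 3 its log2 fold change was 0.27. Across the 6 fits that left out 1 library, the log2 fold change lay between -0.01 and 0.32 for let-7, between -0.28 and 0.16 for miR-48, between -0.38 and 0.26 for miR-241, between -0.55 and -0.08 for miR-84, between -0.22 and -0.04 for miR-237 and between -0.04 and 0.72 for lsy-6. With all reads of a library as its size, the log2 fold change of let-7 was -0.13 and that of miR-241 was -0.20. In 0 of the settings tried did any of these 7 miRNAs have an adjusted p-value under 0.05.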

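At an unadjusted p-value under 0.05 from edgeR's quasi-likelihood test, 10 miRNAs had a log2 fold change of at least 1 in size, 5 higher and 5 lower in *stau-1(tm2266)*. Of the 11 miRNAs at this p-value, miR-80-3p was the one with a smaller log2 fold change. With all reads of a library as its size there were 16, 3 higher and 13 lower, and without *stau-1(tm2266)* replicate 2 there were 18. None of these miRNAs passed the adjustment for 239 tests under any of these settings.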

In such cases, perhaps STAU-1, through its double-stranded RNA-binding activity, can associate with secondary structure elements in miRNA primary transcripts and/or precursors and modulate their processing into mature miRNAs.

Prompted by the finding from a previous study that *C. elegans stau-1* mutants exhibit an enhanced RNAi (Eri) phenotype, and interact genetically with *eri-1* mutation (LeGendre *et al.* 2013), we tested whether an *eri-1* mutation, similarly to *stau-1*, could suppress *let-7* family miRNA mutant’s heterochronic phenotypes. Surprisingly, the *eri-1(mg366)*; *mir-48mir-241(nDf51)* mutant exhibited enhanced heterochronic phenotypes, which is the opposite from the effect of *stau-1*. First of all, this finding indicates that the modulation of miRNA activity by STAU-1 is unlikely to stem simply from an enhanced exogenous RNAi pathway; otherwise, we would have expected that *eri-1(mg366)*, like *stau-1(loss-of-function)*, should suppress *mir-48mir-241(nDf51)* mutant phenotypes. Rather, these findings, particularly the opposite effects of different Eri loci on *let-7* family miRNA phenotypes, suggest important but as yet uncharacterized interactions among RNAi and miRNA pathways in *C. elegans*. ERI-1 is known to be an exonuclease and important for the production of siRNAs in *C. elegans* (Kennedy *et al.* 2004), and a few studies have examined miRNA levels in an *eri-1* loss-of-function context with mixed results, perhaps reflecting differences among experimental systems and/or the particular miRNAs assayed (Lee *et al.* 2006; Duchaine *et al.* 2006; Pavelec *et al.* 2009; Thomas *et al.* 2012). It is clear that further studies are needed to characterize the mechanisms by which ERI-1 affects miRNA activity.

Interestingly, we did not observe any overt miRNA gain-of-function phenotypes for *stau-1* mutations in an otherwise wild-type genetic background, as might be expected for loss of a potent miRNA inhibitor. Rather, the *stau-1* mutants’ miRNA phenotypes were only detected in sensitized genetic backgrounds with compromised miRNA activity. These findings suggest a modulatory effect of STAU-1 on miRNA activity and underscore the importance of miRNA pathways in conferring robustness to biological systems. The modulatory role of STAU-1 on miRNA activity could perhaps be important in refining the posttranscriptional regulation of important miRNA targets and to modulate the efficacy of miRNAs in response to physiological and environmental signals.

In conclusion, our study demonstrates that the RNA-binding protein STAU-1 negatively modulates miRNA activity downstream of miRNA biogenesis, possibly by interacting with the 3′UTR of miRNA targets. These findings reveal an expanded suite of RNA regulatory roles for STAU-1; besides regulating mRNA localization, translation and decay, Staufen can also exert posttranscriptional gene regulation through its engagement with miRNA targets. It should be noted that our results to date indicate that STAU-1 can inhibit the activity of *let-7* family, *lsy-6*, and perhaps *lin-4* miRNAs, but further studies are required to test for similar roles of STAU-1 in opposing the activity of other miRNAs. Moreover, we should not rule out the possibility that STAU-1 could promote the activity of certain other miRNAs, for example through its known role in mediating mRNA decay (Park and Maquat 2013).

## Supplementary Material

Supplemental Material

# Supplementary material for: Staufen Negatively Modulates MicroRNA Activity in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2016 Feb 23;6(5):1227–37. doi: 10.1534/g3.116.027300
**Supplement:** Supplemental Material

Staufen Negatively Modulates MicroRNA Activity in Caenorhabditis elegans — Supplemental Material 

# Staufen Negatively Modulates MicroRNA Activity in *Caenorhabditis elegans*

## Supplemental Material for Ren *et al.*, 2016

**Files in this Data Supplement:**

- Table S11 - *C. elegans* strains used in this study. (.pdf, 14 KB)
- File S1 - SI methods. (.pdf, 138 KB)
- Figure S1 - Body morphology phenotype of *stau-1* mutants. (.ai, 13409 KB)
- Figure S2 - Mature miRNA levels in wild type and *stau-1* mutants at the L2 stage. (.ai, 352 KB)
- Figure S3 - ALG-1 and DCR-1 protein levels in *stau-1* mutants. (.ai, 565 KB)
- Figure S4 - Analysis of 3'UTR secondary structures (base-pairing probabilities) surrounding predicted miRNA seed binding sites. (.ai, 473 KB)
- Table S1 - Raw miRNA read counts. (.xlsx, 70 KB)
- Table S2 - Results of differential expression analysis of miRNAs using edgeR. (.xls, 67 KB)
- Table S3 - Raw read count of endo-siRNA, sequences that map anti-sense to coding genes (including 5'UTR, coding exons and 3'UTR regions). (.xlsx, 1578 KB)
- Table S4 - Results of differential expression analysis of endo-siRNA counts using edgeR. (.xlsx, 1467 KB)
- Table S5 - Results of differential expression analysis of endo-siRNA counts on genes in CSR-1 pathway using edgeR. (.xlsx, 368 KB)
- Table S6 - Results of differential expression analysis of endo-siRNA counts on genes in WAGO pathway using edgeR. (.xlsx, 282 KB)
- Table S7 - Results of differential expression analysis of endo-siRNA counts on genes in ALG-3/4 pathway using edgeR. (.xlsx, 185 KB)
- Table S8 - Results of differential expression analysis of endo-siRNA counts on genes in ERGO-1 pathway using edgeR. (.xlsx, 57 KB)
- Table S9 - Raw piRNA read counts. (.xlsx, 1532 KB)
- Table S10 - Results of differential expression analysis of piRNAs using edgeR. (.xlsx, 657 KB)

# Supplementary material for: Staufen Negatively Modulates MicroRNA Activity in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2016 Feb 23;6(5):1227–37. doi: 10.1534/g3.116.027300
**Supplement:** Supplemental Material

**Table S11.** *C. elegans* strains used in this study

| Name   | Genotype                                                                                        |
|--------|-------------------------------------------------------------------------------------------------|
| JK4608 | <i>stau-1(q798)</i> X                                                                           |
| JR667  | <i>unc-119(e2498:Tc1)</i> III; <i>wls51 [scm::gfp + unc-119(+)]</i> V (wild type <sup>§</sup> ) |
| N2     | wild type                                                                                       |
| OH3646 | <i>otIs114; lsy-6(ot150)</i> V                                                                  |
| VT573  | <i>lin-4(e912)</i> II; <i>lin-14(n179)</i> X                                                    |
| VT1296 | <i>mir-48 mir-241(nDf51) mals105</i> V                                                          |
| VT1367 | <i>mals105 [col-19::gfp]</i> V (wild type <sup>§</sup> )                                        |
| VT2361 | <i>otIs114 [lim-6::gfp + rol-6(su1006)]</i>                                                     |
| VT2485 | <i>wls51</i> V; <i>lin-14(n355n679)</i> X                                                       |
| VT2692 | <i>let-7(n2853)</i> X; <i>mals105</i> V                                                         |
| VT2700 | <i>dcr-1(bp132)</i> III; <i>wls51</i> V                                                         |
| VT2856 | <i>mals105 [col-19::gfp]</i> V; <i>stau-1(tm2266)</i> X                                         |
| VT2857 | <i>mir-48 mir-241(nDf51) mals105</i> V; <i>stau-1(tm2266)</i> X                                 |
| VT2858 | <i>otIs114; stau-1(tm2266)</i> X                                                                |
| VT2859 | <i>otIs114; lsy-6(ot150)</i> V; <i>stau-1(tm2266)</i> X                                         |
| VT2862 | <i>lin-4(e912)</i> II; <i>lin-14(n179)</i> <i>stau-1(tm2266)</i> X                              |
| VT2870 | <i>stau-1(tm2266)</i> X (4xbackcross)                                                           |
| VT2876 | <i>dcr-1(bp132)</i> III; <i>wls51</i> V; <i>stau-1(tm2266)</i> X                                |
| VT2877 | <i>mir-48 mir-241(nDf51) mals105</i> V; <i>stau-1(q798)</i> X                                   |
| VT2878 | <i>wls51</i> V; <i>lin-14(n355n679)</i> <i>stau-1(tm2266)</i> X                                 |
| VT2938 | <i>mir-48 mir-241(nDf51) mals105</i> V; <i>eri-1(mg366)</i> IV                                  |
| VT3314 | <i>let-7(n2853)</i> <i>stau-1(tm2266)</i> X; <i>mals105</i> V                                   |
| VT3354 | <i>stau-1(ma327)</i> X (2xbackcross)                                                            |
| VT3358 | <i>mir-48 mir-241(nDf51) mals105</i> V; <i>stau-1(ma327)</i> X                                  |
| VT3405 | <i>stau-1(ma346)</i> X (3xbackcross)                                                            |
| VT3406 | <i>mir-48 mir-241(nDf51) mals105</i> V; <i>stau-1(ma346)</i> X                                  |
| VT3407 | <i>wls51</i> V; <i>stau-1(ma327)</i> X                                                          |
| VT3408 | <i>wls51</i> V; <i>stau-1(ma346)</i> X                                                          |

<sup>§</sup> These strains were used as wild type in heterochronic phenotype assays.

How the deposited data were processed for this re-analysis (not part of the article)

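Small RNA libraries of 3 wild type (N2) and 3 *stau-1(tm2266)* samples of young adults were analysed. The authors deposited, for each library, the reads of 16 nt or longer after removal of adapters, as distinct sequences with their read counts, and for all libraries together 3 tables of raw read counts. For the tables the authors mapped reads with bowtie to WormBase release WS215, counted reads on miRNA loci near the annotated 5′ end of the mature miRNA, reads antisense to the exons and untranslated regions of each transcript as endo-siRNAs, and reads on annotated piRNAs. The deposited counts are not normalized. Mapping and counting were not repeated, and the share of mapped reads was not analysed here. Figures S2 and S3 and the genetic experiments were not analysed here.

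Counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, more than 1 CPM in at least 4 of 6 libraries, Benjamini-Hochberg adjusted p-value under 0.05), with genotype as the only term. The text of the article names edgeR without naming the test, and the additional methods of its File S1 were not read here. The filter was chosen because it gives the 239 miRNAs of the paper's results, so that match was fixed in advance. It also gives the paper's numbers of 17947 endo-siRNA transcripts and 11311 piRNAs. Common biological coefficients of variation were 0.400, 0.152 and 0.378. Standard errors were obtained from the log2 fold change and the F statistic. A group whose 3 libraries had at most 3 counts each was treated as at the floor. Sets were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, using for each gene the transcript with the highest mean CPM. Shares of reads were compared by exact permutation tests, for which 0.1 is the smallest p that 3 libraries against 3 allow. The floor covers counting error only, since the libraries carry no molecular identifiers. Shares and tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

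The tests were tried on simulated counts drawn from the means, spread and library sizes of these libraries, with features changed by 2 on the log2 scale. The quasi-likelihood test recovered 70.2% of 47 changed miRNAs, 80.5% of 200 changed endo-siRNA transcripts and 35.0% of 200 changed piRNAs, and 5.71%, 4.17% and 6.67% of its calls were false. The spread and the share of features changed differ between the tables, so these percentages do not compare the tables.

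The genes named are those the paper names, and by a rule set before the data were examined the 5 endo-siRNA genes with the largest rise and the 5 with the largest fall among those past the threshold whose libraries do not overlap between genotypes, with 1 transcript per gene, that with the highest mean CPM of those past the threshold, and 3 and 3 by the same rule within each pathway list, among its listed transcripts. B0261.6, named through the ALG-3/4 list, is thus not ranked by its listed transcript among all genes. The alternatives set before the data were examined were DESeq2's size factors, table totals or all reads of a library as library size, edgeR's exact test, the Wald test of DESeq2 1.42.0, edgeR's filterByExpr, no filter, 1 transcript per gene, the replicate number as a block, and leaving out each library in turn. The exact test leaves the estimate of dispersion open. Both the version with estimateDisp and that with a common and then a tagwise dispersion had been run before the former was taken as the planned one, and the latter is treated as chosen after seeing the data.

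Positions are those of the Ensembl annotation of WBcel235, found through the sequence name of each gene. The deposited tables hold no coordinates, and positions of WS215 were not used here. Of the 11706 genes tested, 11505 were found in the annotation. Of the endo-siRNA transcripts, 2751 have the same counts in all libraries as another transcript, mostly transcripts of 1 gene, and 3422 piRNAs do so too. Reads that map to several places were counted by the authors' own code, so counts of near-identical genes are uncertain. The copies of Tables S3, S4, S5, S6, S9 and S10 used here are incomplete, and no overlap or set test was run on the lists of Tables S5 and S6.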

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

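The test of the extra nucleotide sequence by sequence was chosen after the result it bears on had been seen.

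Reads that extend an abundant sequence (at least 100 reads, 18 to 24 nt) by 1 nucleotide at the 5′ end carried T in most cases, a signal in the reads that the paper does not report. The extra nucleotide was T in 80.9%, 82.5% and 82.0% of such reads in wild type replicates 1, 2 and 3, and in 81.3%, 83.2% and 86.7% in *stau-1(tm2266)* replicates 1, 2 and 3. At the 3′ end, T made up between 32.9% and 41.9% and A between 43.4% and 48.7% of the extra nucleotides. The shares of T overlapped between the genotypes (exact permutation p = 0.4, two-sided, n = 3 each). An abundant sequence was not required to have more reads than its extension. Some extensions may therefore be full-length small RNAs that start with T, with the abundant sequence a shortened form. How much of the share of T this gives was not tested. A T left from library construction or added to the RNA may also explain the excess of T. In that case the nucleotide after the extra T of a 23-nt read would be the G of a 22-nt endo-siRNA, and G followed T more often than it followed A, C or G in all 6 libraries, by at least 5.78 percentage points. Against nucleotides of the genome as the source, a test set beforehand asked whether G follows the initial T as often as the initial A. It did not, with a difference of at least 29.8 percentage points in every library, but endo-siRNAs may start at preferred places of the genome, which would give such a difference too. A further test, chosen after that one, asked whether T was the most frequent extra nucleotide for over 80% of abundant sequences whatever their own initial nucleotide. This was met for sequences starting with G (at least 92.1%) and T (at least 91.0%), but not for those starting with A (69.2% to 79.3%) or C (59.1% to 79.5%). Whether the T comes from the genome therefore cannot be told apart from an added T here, since the reads were not mapped again. No biological explanation was tested.

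Endo-siRNAs of 8 genes had a log2 fold change over 3 in size with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test and no overlap between the libraries of the genotypes, and the paper does not discuss these genes one by one. This choice was made after the values were seen. The log2 fold changes were -6.15 for ZK262.9, -4.12 for *fbxa-216*, -3.10 for *arl-13*, -3.05 for T05G5.4, 3.29 for C23H3.2, 3.71 for Y71H10A.2, 3.71 for B0261.6 and 4.03 for *cdh-5*. Each gene was taken at its transcript with the smallest p-value. For B0261.6 this transcript had 5, 6 and 1 counts in wild type, and the transcript of this gene with the highest CPM rose by less than 3. With this choice of transcript, as many rose as fell, 4 each. Differences between the strains that are linked to *stau-1* on chromosome X would place most of these genes on X, but 1 of the 8 lies there, and the 8 are spread over 6 chromosomes. Differences between the strains elsewhere in the genome could also change endo-siRNAs at single genes, and remain open along with an effect of STAU-1, since each genotype is 1 strain.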

How the results depend on the processing

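The choices below were set before the data were examined, except where they are said to be chosen after seeing the data, as was the exact test with a common and then a tagwise dispersion. The number of miRNAs with an adjusted p-value under 0.05 was 0 under every setting, and so was that among let-7, miR-48, miR-84, miR-241, lin-4, miR-237 and lsy-6. The differences in endo-siRNA and piRNA share moved by less than 1 SD as shares of the 3 tables, with 1 transcript per gene for endo-siRNAs. Those by read length and initial nucleotide did so among distinct sequences and among reads of 18 to 26 nt. Under settings chosen after seeing the data, the difference in endo-siRNA share was 8.07 percentage points when every transcript of a gene was counted, against 5.71, because a read can then be counted for several transcripts. That in 22-nt reads starting with G was 3.64 percentage points with 23-nt reads starting with TG included, against 1.89, because more reads are then counted. When 1 library was left out, the former lay between 2.29 and 5.19 and the latter between 1.05 and 2.68. The difference in miRNA share was -7.49 percentage points as a share of the 3 tables with 1 transcript per gene, against -4.28 as a share of all reads. This is in part because the sum of the 3 tables is smaller than all reads.

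With all reads of a library as its size, there were 20 miRNAs at an unadjusted p-value under 0.05 and 16 of them with a log2 fold change of at least 1 in size, 561 endo-siRNA transcripts of 436 genes with an adjusted p-value under 0.05, 3017 at an unadjusted one, 26 CSR-1 transcripts (25 higher), 226 WAGO (192 higher), 25 ALG-3/4 (21 higher) and 16 ERGO-1 (16 higher), and 355 piRNAs (269 higher) at an unadjusted p-value under 0.05. Of the endo-siRNA calls 88.2% were higher under this scaling, against 60.7% with TMM. With TMM and without wild type replicate 1, 48.5% were higher. In the other fits that left out 1 library, between 58.8% and 66.8% were. The median log2 fold change moved by construction, to -0.24 for miRNAs, 0.19 for endo-siRNAs and 0.19 for piRNAs. Of the 272 transcripts called with TMM, 230 were among the 561.

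Without a filter on counts, which adds features of few counts to the test, there were 23 miRNAs at an unadjusted p-value under 0.05 and 16 of that size, 422 endo-siRNA transcripts, 7 CSR-1, 23 ALG-3/4 and 6 ERGO-1 transcripts, and 7 piRNAs with an adjusted p-value under 0.05. With filterByExpr, which leaves 6324 piRNAs, 328 piRNAs had an unadjusted p-value under 0.05. CSR-1 transcripts numbered 5 with DESeq2's Wald test and 6 with the exact test chosen after seeing the data. The causes of the latter were not tested. With an inter-gene correlation estimated from the data the p-value was 0.101 for the ALG-3/4 set and 0.230 for the ERGO-1 set, and under fry 0.151 and 0.128, because these tests allow for the correlation of genes.

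Libraries with the same replicate number showed no common deviation in every pair. The correlations of their deviations from the group means were -0.282, 0.228 and 0.170 for miRNAs. For endo-siRNAs and piRNAs they lay between -0.02 and 0.06. These values gave no clear sign of pairs. With 3 libraries per genotype they cannot exclude that libraries of the same number were prepared together. With the replicate block, there were 283 endo-siRNA transcripts, 1 CSR-1 transcript and 3 piRNAs with an adjusted p-value under 0.05, and 7 miRNAs with a log2 fold change of at least 1 in size at an unadjusted p-value under 0.05.

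Across the 6 fits that each left out 1 library, there were from 8 to 19 miRNAs at an unadjusted p-value under 0.05 and from 8 to 18 of them with a log2 fold change of at least 1 in size, with 19 without wild type replicate 3 and also without *stau-1(tm2266)* replicate 2. There were from 155 to 257 endo-siRNA transcripts, from 124 to 204 genes, from 1 to 4 CSR-1, from 83 to 125 WAGO, from 8 to 15 ALG-3/4 and from 1 to 14 ERGO-1 transcripts, and from 0 to 4 piRNAs. The lowest endo-siRNA count was without *stau-1(tm2266)* replicate 2, the highest ERGO-1 count without wild type replicate 3, and the highest piRNA count without wild type replicate 1. The 1 CSR-1 transcript was found without wild type replicate 1, without *stau-1(tm2266)* replicate 1 and without *stau-1(tm2266)* replicate 3. Of the 272 transcripts, 108 were called in all 6 fits, and 0 changed direction in any setting.

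Directions changed for miRNAs with an adjusted p-value of at least 0.849 from edgeR's quasi-likelihood test. Among them is miR-243-5p, whose unadjusted p-value from this test was 0.0805. The log2 fold change of miR-241 was -0.00462 with DESeq2's size factors and -0.00461 in DESeq2's Wald test, -0.20 with all reads as library size, -0.0491 without a filter and -0.0167 with the replicate block. With all reads as library size that of let-7 was -0.13 and that of lsy-6 was -0.00346. Across the fits that left out 1 library, the log2 fold change ranged from -0.87 to 0.27 for lin-4, from -1.66 to 0.0451 for miR-243-5p, from -0.0357 to 0.72 for lsy-6, from -0.38 to 0.26 for miR-241, from -0.28 to 0.16 for miR-48 and from -0.0134 to 0.32 for let-7. The causes were not tested. Of the other values of named features, 5 for 2 features in settings with every library and 28 for 8 features in fits that left out 1 library no longer passed the threshold.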

Differences from the paper's values

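The paper's Table S7 has 23 ALG-3/4 transcripts with an adjusted p-value under 0.05, and 15 were found here. Among the alternatives set before the data were examined, the count was within 1.5 times of the paper's with edgeR's exact test (21), the DESeq2 Wald test (18), all reads of a library as its size (25), no filter on counts (23) and the replicate block (17). It was not with DESeq2's size factors (15), table totals (15), filterByExpr (15) or 1 transcript per gene (15), or in the fits that left out 1 library (8 to 15). The exact test with a common and then a tagwise dispersion, chosen after seeing the values, gave 22.

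The smallest adjusted p-value of a miRNA is 0.164 in the paper's Table S2 and was 0.283 here. It was within 1.5 times of the paper's with edgeR's exact test (0.119), with table totals as library size (0.211) and without *stau-1(tm2266)* replicate 2 (0.232). It was not under the other alternatives, where it ranged from 0.0577 to 0.708.

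The smallest adjusted p-value of a piRNA is 0.154 in the paper's Table S10 and was 0.354 here. With edgeR's exact test it was 0.156. It was not within 1.5 times of the paper's under the other alternatives, where it ranged from 3.23e-06 to 1.00.

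The paper's Fig. 3C lists miR-243-5p among the changed miRNAs, and its unadjusted p-value was 0.0805 here. With edgeR's exact test, set before the data were examined, 12 miRNAs had an unadjusted p-value under 0.05 against the paper's 12, miR-243-5p among them, 11 had a log2 fold change of at least 1 in size against the paper's 11, and 353 endo-siRNA transcripts had an adjusted p-value under 0.05 against 353 in the paper's Table S4. The choice of how the exact test estimates dispersion was made after both versions had been run, and the other version gave 11, 10 and 328.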

Other observations

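The tests of splits for all miRNAs, all endo-siRNAs and all piRNAs, the tests of neighbouring genes, of the X chromosome, of 1 transcript per gene, of the miRNA share, of the correlation between genes of a set and of the hairpins of Fig. 3C miRNAs were chosen after the results they bear on had been seen.

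Of the 10 splits of the 6 libraries into 3 and 3, the real one included, 1 gave as many endo-siRNA transcripts with an adjusted p-value under 0.05 (272, with 17 in the next highest split), and 1 each as many WAGO, CSR-1, ALG-3/4 and ERGO-1 transcripts. For miRNAs at an unadjusted p-value under 0.05, 4 of the 10 splits gave at least as many, and 4 of the 10 did for those with a log2 fold change of at least 1 in size. For the ALG-3/4 set 3 of the 10 splits gave a p-value as small, and for the ERGO-1 set 3 of the 10. With 10 splits the share cannot be under 0.1, so a grouping by chance cannot be told apart from a genotype effect by this test. For miRNAs, for let-7, miR-48, miR-84, miR-241, lin-4, miR-237 and lsy-6 and for piRNAs with an adjusted p-value under 0.05, the real split gave 0, so that all 10 splits give at least as many whatever the data, and these counts say nothing about chance.

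Technical explanations were weighed for the endo-siRNA calls. The *stau-1(tm2266)* libraries had fewer reads on average, but with every library thinned to 3386698 counts 272 transcripts were called, of which 257 were among the 272 called without thinning. With 1 transcript per gene 208 genes were called, so transcripts of a gene that share reads do not make up the count. Differences between the strains linked to *stau-1* would gather on chromosome X, where 13.3% of called genes and 10.8% of tested genes lie (Fisher's exact test, two-sided, p = 0.252). Within 1 Mb of *stau-1*, 3 of 184 tested genes were called. Differences between the strains in blocks of neighbouring genes may explain a part. There were 13 pairs of called genes next to each other in the order of tested genes, against a mean of 3.55 in 10000 random draws (one-sided permutation p = 0.0001, the smallest the draws can give), and 9 of the 13 changed in the same direction. These pairs hold 25 of 203 called genes with a position, or 12.3%. Of the 13 pairs, 1 overlaps in the annotation, and reads shared between similar neighbours were not tested. An effect of *stau-1* and differences between the strains at single genes stay open, since each genotype is 1 strain.

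The lower miRNA share in *stau-1(tm2266)* (difference -4.28 percentage points of all reads) was not due to the most abundant miRNA alone, since without it the difference was -3.88 percentage points and the genotypes did not overlap. Nor was it due to more 16-nt and 17-nt reads in the *stau-1(tm2266)* libraries, since their share of all reads was 6.99% ± 1.28 in wild type and 5.07% ± 0.0933 in *stau-1(tm2266)* (SD, n = 3 each), a difference of -1.91 percentage points without overlap. Short reads within the miRNA table itself stay open. The miRNA table does not give the length of its reads, so setting all of its counts against the reads of 18 to 26 nt, with a difference of -5.001 percentage points, does not remove them. A rise of endo-siRNA reads that lowers the share of every other class could give it too. The miRNA counts per piRNA count differed by -1.37 with overlap (exact permutation p = 0.2, two-sided, n = 3 each), which leaves this open and a lower level of miRNAs as a hypothesis. Shares cannot separate these.

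The shifts of the ALG-3/4 and ERGO-1 sets are in line with a correlation between the genes of each set, since they were not found when it was estimated from the data (p = 0.101 and 0.230). The level of the transcripts does not account for them. Among 10000 random lists matched on mean expression the lowest median log2 fold change was -0.0129 (ALG-3/4 -0.09) and the highest 0.12 (ERGO-1 0.26), but genes drawn at random do not share the correlation of a set.

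A change of a miRNA precursor would change both strands of a hairpin alike. Across 88 hairpins with both strands tested, Pearson's r of the log2 fold changes was -0.0706 (permutation p = 0.509, 100000 permutations) and Spearman's rho was -0.0297 (permutation p = 0.785), two-sided and across hairpins, which are not independent replicates. In 39 hairpins (44.3%) both strands changed in the same direction. Of 7 hairpins of Fig. 3C miRNAs with both strands tested, both changed in the same direction in 3, those of miR-239b, miR-63 and miR-243, though without wild type replicate 1 the log2 fold change of miR-243-5p was 0.05. Since 0 miRNAs had an adjusted p-value under 0.05, most of these fold changes may be noise, and the low correlation does not exclude a change of a few precursors, which stays open.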
